# The impact of PrsA over-expression on the *Bacillus subtilis* transcriptome during fed-batch fermentation of alpha-amylase production

**DOI:** 10.3389/fmicb.2022.909493

**Published:** 2022-08-04

**Authors:** Adrian S. Geissler, Line D. Poulsen, Nadezhda T. Doncheva, Christian Anthon, Stefan E. Seemann, Enrique González-Tortuero, Anne Breüner, Lars J. Jensen, Carsten Hjort, Jeppe Vinther, Jan Gorodkin

**Keywords:** alpha-amylase, PrsA, *Bacillus subtilis*, RNA sequencing (RNA-seq), enzyme produced by microorganism

## Abstract

The production of the alpha-amylase (AMY) enzyme in *Bacillus subtilis* at a high rate leads to the accumulation of unfolded AMY, which causes secretion stress. The over-expression of the PrsA chaperone aids enzyme folding and reduces stress. To identify affected pathways and potential mechanisms involved in the reduced growth, we analyzed the transcriptomic differences during fed-batch fermentation between a PrsA over-expressing strain and control in a time-series RNA-seq experiment. We observe transcription in 542 unannotated regions, of which 234 had significant changes in expression levels between the samples. Moreover, 1,791 protein-coding sequences, 80 non-coding genes, and 20 riboswitches overlapping UTR regions of coding genes had significant changes in expression. We identified putatively regulated biological processes *via* gene-set over-representation analysis of the differentially expressed genes; overall, the analysis suggests that the PrsA over-expression affects ATP biosynthesis activity, amino acid metabolism, and cell wall stability. The investigation of the protein interaction network points to a potential impact on cell motility signaling. We discuss the impact of these highlighted mechanisms for reducing secretion stress or detrimental aspects of PrsA over-expression during AMY production.

## Introduction

*Bacillus subtilis* is a powerhouse for enzyme production in biotech industries (Schallmey et al., 2004; van Dijl and Hecker, 2013; Hohmann et al., 2016). Amylases are a specific class of enzymes that *B. subtilis* can produce commercially (Schallmey et al., 2004). The amylase enzyme, in particular the alpha-amylase (AMY), is a digestive enzyme (EC 3.2.1.1) that degrades starch molecules. Therefore, AMY is often an active component in laundry detergent for removing sticky stains from clothes. For successful AMY production and subsequent recovery, a host organism needs to both express and secrete AMY proteins in a biologically active form at a high rate (Spinnler, 2021). However, a major issue for commercial production is that the protein folding system of the cell is overwhelmed by the high rate of synthesis unless the strains used for production are genetically modified (Kontinen and Sarvas, 1993). The accumulation of unfolded AMY proteins causes stress that requires a bacterial cell to physiologically adapt to survive (Storz and Hengge, 2010). The Sec secretion pathway secretes AMY co-translationally (Fu et al., 2007). Therefore, unfolded AMY is extracellular, such that the corresponding stress signal triggers the heat shock response (Westers et al., 2004, 2006; Storz and Hengge, 2010; Lim and Gross, 2014; Yan and Wu, 2019). The simplified mechanism of this stress response has two components as follows (Westers et al., 2004, 2006; Storz and Hengge, 2010; Lim and Gross, 2014; Yan and Wu, 2019): First, the membrane-bound CssS receptor transduces the stress signal by phosphorylating CssR. Second, the phosphorylated CssR activates transcription of the two proteases, namely HrtA and HrtB, which degrade unfolded proteins and alleviate the stress condition. Furthermore, stress responses are intertwined with additional regulation in the core energy metabolism (Storz and Hengge, 2010), and such stress responses upregulate flagellar cell motility in order for a cell to physically escape the stress-causing location (Helmann et al., 1988; Márquez-Magaña et al., 1990; Yan and Wu, 2019). For instance, the level of cell motility is boosted by a low level of phosphorylated DegU (Kobayashi, 2007; Verhamme et al., 2007; Gupta and Rao, 2014), which is part of the core stress regulating DegU-DegS two-component system (Storz and Hengge, 2010; Laub, 2014). Nevertheless, these stress alleviating mechanisms can be opposed to the objective of achieving a high AMY yield: (i) the proteolytic degradation of AMY reduces yields, and (ii) a low phosphorylation level of DegU downregulates AMY expression (Gupta and Rao, 2014).

A state-of-the-art approach, which prevents the yield detrimental impact on the secretion of the stress response, is the over-expression of PrsA (Vitikainen et al., 2001; Quesada-Ganuza et al., 2019). Although the over-expression of PrsA reduces secretion stress by aiding AMY folding, it also has detrimental impacts such as hampered cell growth and even cell lysis (Vitikainen et al., 2001; Quesada-Ganuza et al., 2019). These detrimental phenotypes might be caused by protein-protein interactions of specific PrsA protein domains with still unknown partner proteins (Quesada-Ganuza et al., 2019). Another unknown aspect of PrsA over-expression is its impact on the bacterial transcriptome, particularly during industrial fed-batch fermentation. The adaptation to glucose metabolism from maltose metabolism has a global impact on half of all transcriptional regulators even though both carbons are preferred by *B. subtilis* (Buescher et al., 2012). Thus, we would assume a substantially larger global impact on the transcriptome for the extreme secretion stress during PrsA over-expression (Quesada-Ganuza et al., 2019). We consider our assumption to be further supported by a large number of over a hundred proteins that require regulation to adapt bacterial motility (see above concerning stress) (Rajagopala et al., 2007). Furthermore, a pure protein-coding gene focus ignores the essential role regulatory small RNA (sRNA), RNA chaperones, and non-coding RNA (ncRNA) have in facilitating physiological changes impacting the entire cell during stress responses (Storz and Hengge, 2010). General stress regulatory mechanisms have been investigated in public datasets (Arrieta-Ortiz et al., 2015); however, metabolic and stress pathways undergo complex temporal adaptations (Hahne et al., 2010; Otto et al., 2010). Thus, both temporally resolved and condition-specific gene expression levels are needed to study stress pathways. Specifically for secretion stress during *B. subtilis* AMY fed-batch fermentation, no such dataset exists to our knowledge.

Here, we conducted fed-batch fermentation of two commercial *B. subtilis* strains. Both strains produce an AMY and are isogenic, except that one of them over-expresses PrsA. We studied the transcriptome during fermentation at six timepoints with RNA-seq and analyzed the expression levels of both known coding and non-coding annotations, and also of potential novel transcribed, yet unannotated regions. We complemented the differential expression analysis with a network analysis of known protein–protein interactions (PPI). This study found significant changes in gene expression levels between the studied strains for genes in the ATP biosynthesis and cell motility biological processes. Furthermore, the network analysis hints at mechanisms relating to competence transformation and cell motility that might be candidates for further tuning of AMY secretion yields.

## Materials and Methods

### Strains and fed-batch fermentation

The overall experimental setup is as previously described in Geissler et al. (2022). In summary, *B. subtilis* strain 168 Δ*spoIIAC*Δ*amyE*Δ*apr*Δ*nprE*Δ*srfAC* was maintained at 4°C on the LBGG medium. The AMY JE1 [sequence label *je1zyn* in Geissler et al. (2022)] was inserted by splicing by overlapping extension (SOE, inserted sequences are in Supplementary Table 2) linear recombinant transformation, together with the commercial *sigA* promoter sequence P4199 and chloramphenicol marker in the *pel* locus. The PrsA over-expressing strain (referred to as the “+prsA” strain) had the insert by SOE of P4199, *prsA*, and spectinomycin marker in the *amyE* locus. A control strain without the prsA insert was included. After inoculation on SSB4 agar at 37°C, transfer on M-9 medium, sucrose 2M fed-batch fermentations were conducted in proprietary 2L tanks at 38°C. To avoid excessive overflow metabolite formation and to keep the culture in a sucrose metabolizing state, the fermentations were run as fed-batch fermentations without an initial batch phase. The feed medium consisted of sucrose (708 g/L), which was fed at a rate that increased linearly from 0.04 g/min at time = 0 h to 0.125 g/min at time = 8 h. The feed rate after 8 h of cultivation was kept constant at 0.125 g/min. Based on the dissolved oxygen tension data, the cultures entered a carbon-limited state after 9.4 h ± 0.53 of fermentation. Fermentations were run in triplicates for 5 days. The selected replicate size allows detecting significant logFC in the expression of at least ± 0.5 magnitude, as determined in benchmarks (Schurch et al., 2016). Samples were taken at six timepoints: 21, 26, 45, 71, 94, and 118 h after fermentation started. The samples were measured in cell density (OD650), and AMY activities were measured with an in-house assay. The assay (after 1/6,000 dilution) states the enzyme amount that breaks down 5.26 g starch per hour. This activity measure is proportional to the enzyme yield.

### RNA-sequencing dataset

All samples were immediately mixed with 5 ml of 100% ethanol and stored on dry ice. The RNA extraction and purification method is the identical phenol-chloroform protocol of Geissler et al. (2022). RNA libraries and sequencing were conducted by BGI Hong Kong with DNBseq in single-ends of 50 bp length. RNA libraries were prepared with 3′ adapter sequence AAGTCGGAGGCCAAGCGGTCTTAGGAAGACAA and the 5′ adapter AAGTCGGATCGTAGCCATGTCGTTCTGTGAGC CAAGGAGTTG. The 36 samples (triplicates, two strains, and six timepoints) were sequenced in three batches with technical replicates for QC (Supplementary Table 1). The computational analyses were conducted in an adapted workflow of Geissler et al. (2022) (doi: 10.5281/zenodo.4534403), which provides a pipeline in a Snakemake framework nested in computational reproducible Anaconda environments (Koster and Rahmann, 2012). In concordance with the read quality assessment of FastQC (version 0.11.8) (Andrews, 2010), any adapter contaminations were removed with Trimmomatic (version 0.39) for up to two seed mismatches at a minimal 10 bp sequence overlap and 30 bp palindromic overlap (Bolger et al., 2014). In a sliding window of 4 bp, reads were clipped for average Phred score quality below 20. From the 3′ of reads, positions with quality below 3 were removed. Finally, a minimal length of 40 bp was required for filtered and cleaned reads. Reads were mapped against the respective +prsA and control genome sequence with Segemehl (version 0.3.4, default settings) (Hoffmann et al., 2009). The mapping and QC filtering statistics are given in Supplementary Table 2. Expression levels of coding and non-coding annotations (see below) in the respective strains were quantified for uniquely mapping reads with featureCounts (subread version 1.6.4, ≥50% overlaps). Annotation coordinates in the respective strains were determined by liftOver (version 377) from the reference assembly (NC_000964.3) based on a pairwise alignment with LASTZ (version 1.0.4) (Harris, 2007; Liao et al., 2014; Haeussler et al., 2019).

### Novel potentially transcribed regions

Reference annotations of coding, non-coding RNA (ncRNA), transcripts, untranslated regions (UTRs), and RNA structures were used from the BSGatlas (version 1.1). The BSGatlas uses separate annotation entries to specify which regions of an mRNA transcript are the coding, untranslated, or potential *cis-*regulatory RNA structure parts. Such a distinguishment to the UTR element has advantages since *cis-*regulatory RNA structures can overlap coding regions. The BSGatlas unifies multiple databases and annotation resources, such that it also includes annotations for well-known ncRNA. Additional 141 putative ncRNA annotations from a tiling-array study were used (which are not part of the BSGatlas) (Nicolas et al., 2012; Geissler et al., 2021). Relative to these reference annotations and all transcript and untranslated regions (UTRs) annotated in the BSGatlas, we checked our RNA-seq data for transcription signals in 1,645 unannotated regions. The additional tiling-array annotations and un-annotated regions were determined with the R library plyranges (version 1.6.0) and GenomicRanges (version 1.38.0) combined with an overlap helper script from BSGatlas’ analysis code (doi: 10.5281/zenodo.4305872) in R (version 3.6.3) (R Development Core Team, 2008; Lawrence et al., 2013; Lee et al., 2018). Un-annotated regions shorter than 100 bp (the minimum length for >99% of the transcripts in the BSGatlas) were excluded from any further expression analysis. The expression counts for all coding/non-coding sequences and *cis*-regulatory RNA structures were normalized with DESeq2’s size-factor estimation (version 1.26.0) (Love et al., 2014). With respect to the downstream analysis of expression signals, we excluded the UTR annotations for improved interpretability, although we still retained all structured RNA *cis*-regulatory annotations. With the possible overlap between *cis*-regulatory RNAs and coding sequences, reads mapping within such overlaps can be counted twice during the quantification of expression. For a total of 542 unannotated regions, we observe expression signals of normalized read counts relative to gap length of at least 4/50 bp (corresponds to four times average coverage) (Supplementary Figure 1). We chose not to narrow down the transcribed regions because we found that a read coverage-based approach (as suggested in the workflow used in the RNA-seq dataset, last section) resulted in fragmented results (see example in Supplementary Figure 9). These regions were assumed to be *novel potentially transcribed regions* (NPTRs) (see Supplementary Table 3); all other unannotated regions were excluded from the subsequent expression analysis. We used the open reading frame (ORF) predictions of prodigal (version 2.6.3, default settings) to check for potential not-yet annotated coding elements within NPTRs (Hyatt et al., 2010). We also verified the overall quality of the ORF predictions by checking for overlaps with all known coding gene annotations of the BSGatlas. For each overlapping ORF-gene overlap (as detected by plyranges, see above), we computed the Jaccard similarity, which is the ratio of the length in the intersection of both annotations over their union.

### Differential expression analysis

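Expression levels were compared between the 41 libraries as log2 CPM, the counts scaled to the library size with edgeR's TMM method. Pearson's correlation across annotations, which are not independent replicates, had a median of 0.992 for the 5 pairs of runs of the same sample, with a range from 0.982 to 0.995. For the 50 pairs of libraries from different tanks of the same strain and timepoint the median was 0.984, with a range from 0.931 to 0.995. The 75 pairs of libraries from both strains at the same timepoint had a median of 0.973, and the other 690 pairs had a median of 0.944. The 26 h sample of +prsA tank MIX1501 had the lowest mean correlation with the other tanks of its group, 0.935, and the next lowest of the 36 samples had 0.958.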

The expression levels of the coding/non-coding sequences, NPTRs, and *cis*-regulatory RNA structures were assessed for biological reproducibility in expression counts with scatter plots (Supplementary Figure 2). 

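The labels of the libraries name 3 sequencing batches, 6 fermentation tanks and 6 timepoints. The +prsA strain grew in tanks MIX1500, MIX1501 and MIX1502 and the control strain in tanks MIX1503, MIX1504 and MIX1505. Batch 1 held the 21 h samples of every tank except MIX1500. Batch 2 held the 21 h sample of tank MIX1500, all samples of 26 h and 45 h, and the 71 h samples of every tank except MIX1505. Batch 3 held the 71 h sample of tank MIX1505 and all samples of 94 h and 118 h. In a model with a mean for each of the 12 combinations of strain and timepoint, the difference of batch 1 from batch 2 is therefore set by the 21 h sample of tank MIX1500 alone, and that of batch 3 by the 71 h sample of tank MIX1505 alone. edgeR's quasi-likelihood test at a Benjamini-Hochberg FDR of 0.01 called 0 of 5024 annotations for batch 1 and 0 for batch 3. At an unadjusted p under 0.05 there were 580 for batch 1 and 118 for batch 3, and no other tool was run on these terms. The median absolute batch difference was 0.42 on the log2 scale for batch 1 and 0.29 for batch 3.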

The scatter plots did not indicate visually striking patterns of batch effects according to the sequencing plan (Supplementary Table 1). The principal component analysis (PCA) inspection of the top 100 most variants that expressed annotations (without further diff. expression analysis) confirmed the relevance of the experimental design in the latent structure of the expression data with the principal components corresponding to the strains and time aspect (Supplementary Figure 3). 

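The principal components were recomputed from the 100 annotations with the most variable log2 CPM over the 41 libraries. The first component held 75.4% of their variance, and the timepoints accounted for 96.6% of the spread along it, the batches for 68.5% and the strains for 1.57%. Since 94 h and 118 h lie in 1 batch and 26 h and 45 h in another, part of the share of time cannot be told apart from that of batch. The second component held 6.06% of the variance, of which the timepoints accounted for 51.7%, the batches for 29.5% and the strains for 2.00%, and the third held 4.68%, with 25.1% of its spread between the strains and 23.0% between the timepoints. Over the 500 most variable annotations the first component held 57.2% of the variance.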

Differential expressions for pairwise comparisons between the strains at each of the six time points and within each strain along the time axis (Figure 1C) were assessed with the DESeq2’s Wald test. Similar to the analysis presented in Geissler et al. (2022), the pairwise tests were weighted in a stage-wise procedure to guarantee an overall false discovery rate relative to the number of annotations: each annotation was screened for dynamic expression with a log-ratio test against a static expression model before confirming which of the pairwise tests had changes in expression. The screening and pairwise tests included a linear factor in the regression models to account for potential batch effects. The stage-wise weighting was conducted with stageR (version 1.8.0) (Van den Berge et al., 2017) and differential expression was called for adjusted *p*-values < 0.01. Overall, 2,127 annotations were detected as differentially expressed (Table 1 and Supplementary Table 4). Based on the z-scaled log expected mean expression levels (Supplementary Table 5), expression profiles were grouped in 10 k-means clusters (R implementation). The profiles per strain were clustered separately (one gene = two rows in the data matrix). The number of clusters was determined by the “elbow method” over the total within-cluster error curve (Supplementary Figure 4; Thorndike, 1953).

**FIGURE 1:**
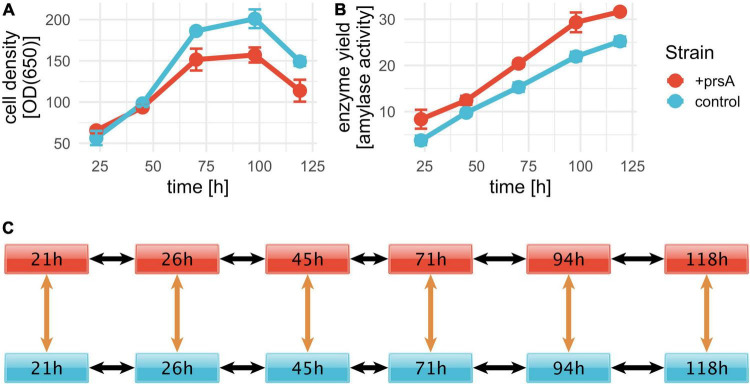
AMY fed-batch fermentations. Fed-batch fermentation was conducted in triplicates for a control strain (blue) and +prsA (red). RNA-seq samples were prepared at six timepoints: 21, 26, 45, 71, 94, and 118 h after fermentation start. Cell density and enzyme yield were measured for five timepoints: 23.2, 45, 70.2, 97.8, and 119 h. **(A)** The average cell density per strain over fermentation time was measured in optical density (OD) at 650 nm. The error bars indicate the standard deviation. **(B)** With a progressing fermentation, the yield increases. The shown yield is measured in enzyme activity (see section “Strains and fed-batch fermentation”). **(C)** For the differential expression, we investigated the significance of differential expression between the samples at six pairwise comparisons (orange arrows) and changes in expression over time in either strain for each pair (black arrows).

**TABLE 1:** Differentially expressed annotations.

Annotations	No. Annotations considered for analysis	Differentially expressed	Strain-specific expression
CDS	2,674	1,791 (67.0%)	1,026 (57.3%)
NPTRs	355	234 (65.9%)	123 (52.6%)
Putative ncRNA	107	68 (63.6%)	38 (55.9%)
Riboswitch	37	20 (54.1%)	10 (50.0%)
tRNA	22	9 (40.9%)	7 (77.8%)
sRNA	9	3 (33.3%)	2 (66.7%)
Synthetic PrsA	1	1 (100.0%)	1 (100.0%)
Synthetic AMY	1	1 (100.0%)	0
asRNA	1	0	0
SRP	1	0	0

For the differential expression analysis, multiple coding and non-coding annotations were considered (first column). The number of genes with minimal expression levels as determined by DESeq2’s independent filtering, which were inspected for potential differential expression, is in the second column. The number of detected differentially expressed annotations in any of the pairwise comparisons (Figure 1C) is in the third column. The last column lists the number of annotations detected to have a significant difference in expression between the strains.

The percentages provided in parenthesis are relative to the columns to the left (Only 355 of the 542 NPTRs passed the independent filtering).

### Regulated biological processes

We investigated the set of differentially expressed genes and their upregulation and downregulation for over-representation in biological processes as annotated in Gene Ontology (GO) terms, which are readily available for 78.3% of coding genes (Caspi et al., 2014; Geissler et al., 2021). For each pairwise differential expression test (Figure 1C), we inspected the set of upregulated genes (those with a positive logFC) and downregulated genes separately. The over-representation analysis was performed with topGO (version 2.37.0) (Alexa and Rahnenführer, 2022). Over-representation for the respective upregulated and downregulated genes was determined with a fisher test for the significance level of 0.01 relative to the background of all expressed genes, which were determined by the DESeq2’s independent filtering procedure. This procedure discards the on average lowly expressed genes in order to maximize the number of differentially expressed genes (indicated by NA for *p*-values in Supplementary Table 4; Love et al., 2014). The minimal term size was set to 10, and the dependencies due to GO’s hierarchy were de-correlated with topGO’s “elim” algorithm. After filtering for a minimal observed/expected ratio of magnitude 2 (between the 80 and 85th percentile), *p*-values were adjusted for multiple testing with a false discovery rate (FDR). The over-represented processes and the associated differentially expressed genes are listed in Supplementary Tables 6, 7 and Supplementary Figure 6.

### Protein–protein interaction network analysis

The protein–protein interaction network analysis was conducted in Cytoscape (version 3.8.2) (Shannon, 2003) for the differentially expressed protein-coding genes (both with and without significant logFC between strains). High-confidence protein associations (confidence score >0.8) were retrieved from the STRING v11 database using stringApp (version 1.6.0) for the *B. subtilis* strain *168* (Doncheva et al., 2019; Szklarczyk et al., 2019). The resulting network was clustered with the MCL algorithm (inflation value of 2.5, confidence scores as edge weights) implemented in the clusterMaker2 app (version 1.3.1) (Enright, 2002; Morris et al., 2011). The visualization of significant between strain logFCs on the network nodes was added with Omics Visualizer (version 1.3.0) (Legeay et al., 2020).

### Global amino acid composition

In order to interpret the regulated biological processes (see above), we inspected the global amino acid compositions of all *B. subtilis* protein-coding genes. The nucleotide sequences of all coding sequences from the BSGatlas were extracted with BSgenome (version 1.54.0) (Pagès, 2021). The corresponding amino acid sequences were determined according to the bacterial genetic code with Biostrings (version 2.54.0) (Pagès et al., 2019). Here, we used only the 99.3% of the coding genes that were completely relative to their corresponding amino acid sequences; that is, they used all codons encoded in their nucleotide sequences, correctly started with methionine, and ended with a stop codon. The composition in average proportion was determined for these complete sequences (Table 2).

**TABLE 2:** Amino acid composition.

Amino acid	All coding genes	Diff. expressed	Highly expressed	AMY	PrsA
**Tryptophan**	1.03% ± 0.99	1.06% ± 0.96	0.86% ± 0.81	**4.12% (+3.1 SD)**	0.35% (−0.7 SD)
**Asparagine**	4.07% ± 2.05	3.87% ± 1.75	3.86% ± 1.44	**8.82% (+2.3 SD)**	2.82% (−0.6 SD)
Histidine	2.30% ± 1.51	2.27% ± 1.33	2.12% ± 1.10	4.31% (+1.3 SD)	1.06% (−0.8 SD)
Tyrosine	3.57% ± 1.95	3.39% ± 1.56	3.13% ± 1.32	5.49% (+1.0 D)	3.17% (−0.2 SD)
Glycine	6.67% ± 2.74	6.95% ± 2.41	7.62% ± 2.08	8.82% (+0.8 SD)	6.34% (−0.1 SD)
**Aspartic acid**	5.11% ± 2.29	5.06% ± 2.10	5.17% ± 1.83	6.86% (+0.8 SD)	**11.27% (+2.7 SD)**
Threonine	5.32% ± 1.87	5.44% ± 1.75	5.51% ± 1.35	5.88% (+0.3 SD)	4.23% (−0.6 SD)
Arginine	4.19% ± 2.14	4.07% ± 1.91	4.24% ± 1.92	4.31% (+0.1 SD)	0.70% (−1.6 SD)
Proline	3.48% ± 1.71	3.55% ± 1.49	3.93% ± 1.24	3.53% (+0.0 SD)	0.35% (−1.8 SD)
Glutamine	3.87% ± 2.04	3.85% ± 1.82	3.65% ± 1.42	3.73% (−0.1 SD)	6.34% (+1.2 SD)
Alanine	7.36% ± 2.84	7.82% ± 2.65	8.25% ± 2.29	7.06% (−0.1 SD)	7.39% (+0.0 SD)
Phenylalanine	4.63% ± 2.40	4.53% ± 2.20	4.21% ± 1.94	4.31% (−0.1 SD)	1.76% (−1.2 SD)
Valine	6.75% ± 2.37	6.92% ± 2.11	7.38% ± 1.91	6.27% (−0.2 SD)	6.69% (−0.0 SD)
Methionine	2.46% ± 1.43	2.52% ± 1.31	2.50% ± 1.11	2.16% (−0.2 SD)	1.76% (−0.5 SD)
Serine	6.22% ± 2.26	6.28% ± 2.16	6.04% ± 2.04	4.51% (−0.8 SD)	4.93% (−0.6 SD)
Cysteine	0.91% ± 1.13	0.84% ± 0.91	0.70% ± 0.72	0.00% (−0.8 SD)	0.35% (−0.5 SD)
**Lysine**	7.50% ± 3.14	7.13% ± 2.78	6.79% ± 2.17	4.90% (−0.8 SD)	**17.96% (+3.3 SD)**
Glutamic acid	7.37% ± 3.29	7.20% ± 3.13	7.23% ± 2.77	4.31% (−0.9 SD)	9.15% (+0.5 SD)
Leucine	9.70% ± 3.06	9.72% ± 2.86	9.42% ± 2.35	6.67% (−1.0 SD)	8.45% (−0.4 SD)
Isoleucine	7.50% ± 2.65	7.53% ± 2.48	7.37% ± 2.15	3.92% (−1.4 SD)	4.93% (−1.0 SD)

The average amino acid compositions (rows) are shown for all B. subtilis endogenous (thus excl. AMY and PrsA) coding genes (second column), those that were detected as differentially expressed (third column), and the by average expression 10% most highly expressed genes (fourth column). The standard deviations are shown behind the “±” signs. The compositions of amino acids for the AMY enzyme (fifth) and the over-expressed PrsA (sixth) column are shown. The difference in standard deviations relative to the average for all genes are indicated in parenthesis. The bold font highlights amino acids with difference of more than two standard deviations.

## Results

### Novel potentially transcribed regions

#### Transcriptome analysis from RNA-seq data

To elucidate potential mechanisms of *B. subtilis* secretion stress during the production of the AMY enzyme JE1 (commercial name Natalase™) with a particular focus on PrsA over-expression, we conducted fed-batch fermentation in triplicates for two isogenic strain conditions: one control strain and one strain with PrsA over-expression (from here on referred to as +prsA). 

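The deposited data hold the RNA-seq counts of 3 tanks per strain at 6 timepoints, 36 samples in all. The +prsA strain carries, besides its native prsA, an inserted prsA gene, here called a copy, behind a strong promoter. Both strains carry the gene of the amylase JE1. The 21 h samples of 5 tanks were sequenced in 2 runs each, so that 41 libraries were counted. The authors trimmed the 50 bp reads with Trimmomatic and mapped them with Segemehl to the genome sequence of the respective strain. They counted uniquely mapping reads with featureCounts on annotations lifted from the reference assembly of strain 168, and deposited these counts without normalization. Coordinates given here are those of the reference assembly. As the methods state, reads in an overlap of a cis-regulatory RNA with a coding sequence can be counted for both.
The counts of the 2 runs of a sample were summed, since they come from the same RNA, and each sample entered once. Between runs of 1 sample, the chi-square statistic of the counts per degree of freedom had a median of 1.36, with a range from 1.28 to 3.92, against a median of 172 between 2 tanks of the same strain and timepoint. Between 16737893 and 27945317 reads per sample were counted on annotations in the +prsA strain, with a median of 20943284. In the control strain the totals lay between 19407069 and 26654310, with a median of 21362051. The annotation with the most reads took between 2.99% and 15.6% of a sample's counts, and rRNA at most 0.00318%.
Differential expression was tested with edgeR's quasi-likelihood test on TMM-normalized counts, with a mean for each of the 12 combinations of strain and timepoint and a term for the sequencing batch. The test covered the 5024 of 5389 annotations that passed edgeR's filter on low counts. As in the study's design, an annotation was first screened for any change over the 12 combinations at an FDR of 0.01, and the 16 pairwise tests of an annotation that passed were then adjusted with the stage-wise procedure. An annotation that did not pass the screen has an adjusted p of 1 in each pairwise test. The fold changes are on the log2 scale, and the adjusted p-values called edgeR adjusted p are from this procedure. Fixed lists are gene lists that were written before the data were examined, tested as sets with limma's fry. The nad and glycogen lists hold genes that the paper names from these same samples, so their tests are no independent support. The tests at 26 h and 45 h, and those at 94 h and 118 h, compare samples of 1 sequencing batch. The tests between strains at 21 h and 71 h depend on the batch term. So do the tests from 21 h to 26 h and from 71 h to 94 h, and in the control strain that from 45 h. Without tank MIX1500 the term of batch 1 cannot be estimated and was dropped, as was that of batch 3 without tank MIX1505. Leaving out either tank is thus no check on the tank alone in tests that depend on the term.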

As expected from the reduced growth upon PrsA over-expression (Vitikainen et al., 2001; Quesada-Ganuza et al., 2019), the +prsA strain has a lower cell density (Figure 1A) and higher AMY yield (Figure 1B). To capture the transcriptome dynamics during fermentation, we took out samples for RNA-seq analysis at six timepoints: 21, 26, 45, 71, 94, and 118 h after fermentation started. These timepoints correspond to sampling every 24 h (within a 3 h window) with one additional sample at the early phase of the fermentation.

#### Transcriptional activity for the reference annotations

In order to comprehensively investigate both the coding and non-coding RNA elements, we quantified the RNA-seq expression according to a recently developed transcript atlas for *B. subtilis* (Geissler et al., 2021). We included 141 additional annotations from a tiling-array study that was not included in the atlas due to unclear mechanism of transcription (annotations were ambiguous as to whether they are independent full RNA transcripts or only part thereof) (Nicolas et al., 2012; Geissler et al., 2021). In the following, we refer to these annotations, together with the less well-characterized RNA elements from the atlas, as putative ncRNA. These reference annotations combine gold standard curated information, computational RNA structure biology, and transcriptomic analysis of over 100 experimental conditions (Nicolas et al., 2012; Geissler et al., 2021). Additionally, these experimental conditions suggest that still 5% of remaining unannotated regions have evidence of expression activity (Geissler et al., 2021). Fed-batch fermentations were not part of the above-mentioned experimental conditions, such that there might be a larger potential to discover fed-batch-related regions from our RNA-seq data. Consequently, we investigated our RNA-seq data for expression in such unannotated regions.

#### Novel potentially transcribed regions

There are a total of 1,645 un-annotated contiguous stretches of the genome or gaps (stranded, meaning there can be antisense located annotations) between reference annotations of length >100 bp (minimal length for 99.5% of transcripts in the atlas). We detect novel potentially transcribed regions (NPTRs) by inspecting the average RNA-seq read coverages over the entire unannotated gap region (read counts, DESeq2 size-factor normalized, relative to the lengths). 

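The mean expression of an annotation was computed as the mean of its counts over the 41 libraries, scaled with DESeq2's size factors and expressed per 50 bp of its length. Of 4705 atlas annotations, 79.2% reached 4 reads per 50 bp and 89.6% reached 1 read, with a median of 35.4 reads per 50 bp. Among the 4300 coding sequences, 81.3% reached 4 reads, and among the 141 tiling-array annotations 64.5%.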

Relative to the 50 bp sequencing lengths (see section “RNA-sequencing dataset”), 70% of atlas annotations were on average expressed by four reads and 30% by one read. In contrast, only 20% (542) of unannotated regions were on average covered by four reads. This high coverage for these 542 NPTRs (Supplementary Figure 1) indicates that the NPTRs may have functional importance and that it would be relevant to include these in subsequent expression analysis (see Supplementary Table 3).

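Counts for 1636 unannotated regions with lengths between 101 and 60895 bp were analysed. On the same scale, 545 of them, or 33.3%, had a mean of at least 4 reads per 50 bp, and 69.4% had at least 1 read. The study's list names 542 regions, and 540 of these are among the 545. The 542 regions have a median length of 1163 bp and hold 26.0% of the total length of the unannotated regions. At a minimum of 1 read per 50 bp, 1135 regions passed, and at 8 reads 323 passed.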

### PrsA over-expression changes gene expression regulation of the global transcriptome

#### Differential expression

We assessed the impact of PrsA over-expression on the bacterial transcriptome by analyzing the expression levels of coding and non-coding sequences (see section “Transcriptional activity for the reference annotations” above), including the 141 additional annotations and the 542 NPTRs with DESeq2. For each region, we performed 16 pairwise differential expression tests: six tests between the two strains on each timepoint and 2 × 5 tests from one timepoint to the next in both strains (Figure 1C). 

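Each of the 16 tests covered 5024 annotations. Between the strains, edgeR's test at a stage-wise adjusted p of 0.01 called 150 annotations at 21 h, of which 87 were higher in +prsA, and 204 at 26 h, of which 82 were higher. At 45 h there were 73 calls (37 higher in +prsA), at 71 h 36 (28 higher), at 94 h 54 (38 higher) and at 118 h 63 (42 higher). The 21 h count moved most with the processing. DESeq2 called 293 annotations there when the runs of a sample were summed, and 815 when the 41 libraries entered as separate samples.
Along the time axis of the control strain, 10 annotations were called from 21 h to 26 h, 419 from 26 h to 45 h, 107 from 45 h to 71 h and 14 from 94 h to 118 h. In the +prsA strain the same steps gave 72, 374, 235 and 4 calls. From 71 h to 94 h edgeR called 0 annotations in either strain, where 53 in the control strain and 204 in the +prsA strain had an unadjusted p under 0.05. DESeq2 on the 36 samples called 3 and 0 annotations for this step, and limma-voom without a block 0 and 0. With tank as a fixed block edgeR called 34, 2 and 41 annotations in the control strain for the steps from 21 h, 71 h and 94 h, and 116 and 7 in the +prsA strain for those from 21 h and 94 h. The standard errors of the steps that depend on the batch term are larger. The median standard error was 0.53 from 21 h to 26 h in the control strain and 0.30 from 26 h to 45 h.

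**Figure D1:**
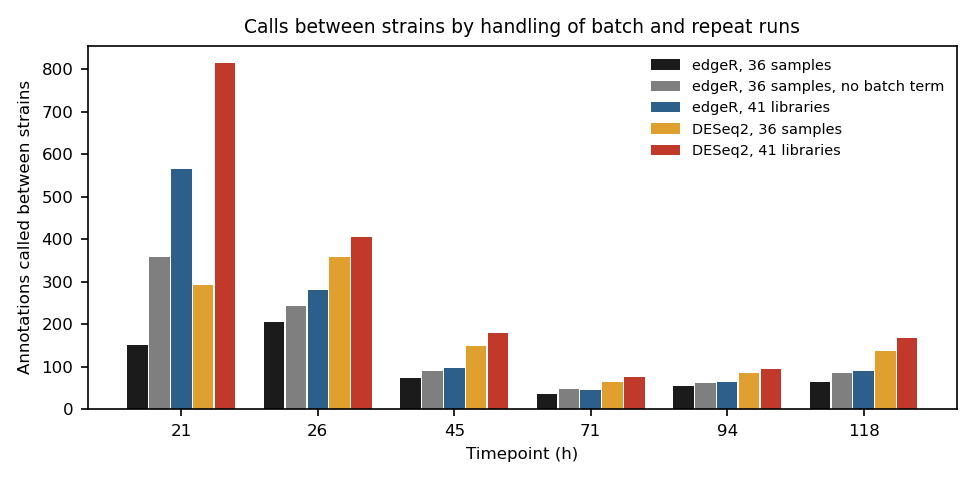
Number of annotations called between the strains (y axis) at each of the 6 timepoints (x axis, h), with 3 tanks per strain and timepoint. The 5 bars of a timepoint are edgeR on the 36 samples (150 calls at 21 h), the same without the batch term (359), edgeR on the 41 libraries (565), DESeq2 on the 36 samples (293) and DESeq2 on the 41 libraries (815).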

Since each pairwise test corresponds to a separate hypothesis test, we used stage-wise testing to adjust for the overall false discovery rate (FDR) per annotation (Love et al., 2014; Van den Berge et al., 2017). Compared to controlling the FDR per hypothesis, the overall FDR increases statistical power and guarantees the FDR relative to the gene/annotation number, independent of the number of hypotheses (Van den Berge et al., 2017). 

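The filter on low counts that was applied here before edgeR's test kept 4063 of 4301 coding sequences and all 542 NPTRs. DESeq2's independent filtering, run on the 41 libraries with the likelihood ratio test over all groups, left 4235 coding sequences and 542 NPTRs. It was not run on the pairwise tests. The likelihood ratio test of DESeq2 against a model of static expression, with the same batch term and an FDR of 0.01, was passed by 2601 coding sequences, 359 NPTRs, 106 putative ncRNAs, 36 riboswitches, 21 tRNAs and 9 sRNAs.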

As part of the differential expression analysis, DESeq2’s independent filtering detected about half of all coding sequences and 355 of 542 NPTRs as expressed (Love et al., 2014). At an overall FDR *p*-adj. ≤0.01, we detected differential expression for 1,793 coding sequences (67% of expressed genes), 234 NPTRs (66%), 68 putative ncRNAs (64%), 20 riboswitches (54%), 9 tRNAs (41%), and 3 sRNAs (33%) (Table 1 and Supplementary Table 4). 

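With edgeR on the 36 samples, 968 of the 5024 annotations tested (19.3%) were called in at least 1 of the 16 pairwise tests at a stage-wise adjusted p of 0.01. They comprised 811 of 4063 coding sequences (20.0%), 113 of 542 NPTRs (20.8%), 35 of 230 putative ncRNAs (15.2%), 7 of 83 riboswitches (8.43%) and 1 of 20 sRNAs. Of 72 tRNAs edgeR called 0, where 19 had an unadjusted p under 0.05 in the screen, DESeq2 called 2 on the 36 samples and 8 on the 41 libraries, and limma-voom 1. The number of calls depended on the tool and on how the repeated runs entered. DESeq2 called 1622 annotations on the 36 samples, 967 of them among the 968, and 2067 on the 41 libraries, which include all 968. On the 41 libraries DESeq2's calls comprised 1729 coding sequences, 239 NPTRs, 63 putative ncRNAs and 21 riboswitches. With the runs as separate samples edgeR called 1448 annotations, and without the batch term 1347. With each tank left out in turn, fewer annotations were called for every tank, with 529 without tank MIX1502 at the lowest.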

The differentially expressed coding genes include the AMY enzyme and the over-expressed PrsA. 

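The gene of the amylase, listed as AMY (JE1), was called in 1 of the 16 tests. Its expression in the control strain decreased from 26 h to 45 h with a logFC of -1.02 (standard error 0.19, edgeR adjusted p = 3.8e-04). The inserted prsA copy was counted in the +prsA strain only and so entered no fold change of the model. Its expression there was highest at 21 h, 13890 ± 1551 CPM (SD, n = 3 tanks), and lay at 6489 ± 461 CPM at 118 h.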

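Annotations called in at least 1 of the 6 tests between the strains are taken as strain-specific. With edgeR on the 36 samples they numbered 360 of the 968 differentially expressed annotations (37.2%), namely 312 of 811 coding sequences (38.5%), 36 of 113 NPTRs (31.9%), 10 of 35 putative ncRNAs (28.6%) and 2 of 7 riboswitches (28.6%). DESeq2 on the 41 libraries gave 1167 of 2067 (56.5%), with 980 coding sequences (56.7%), 127 NPTRs (53.1%), 38 putative ncRNAs (60.3%) and 10 riboswitches (47.6%). When DESeq2 took the 36 samples, 693 of 1622 were strain-specific. With 1 tank left out at a time, the count from edgeR lay between 163 (without tank MIX1502) and 294 (without tank MIX1500), fewer than with all 6 tanks.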

Between 50 and 78% of these biotypes had strain-specific expression patterns (significant difference for at least one of the six between strain tests). 

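The inserted prsA copy received between 75188 and 294717 uniquely mapping reads in each of the 18 samples of the +prsA strain, 0.409% to 1.17% of all counted reads. The control libraries carry no value for this insert, which is not part of the control genome that their reads were mapped to. The native prsA gene lies on the minus strand from 1070364 to 1071242, and it was called in 0 of the 6 tests between the strains with edgeR, DESeq2 or limma-voom, while 2 had an unadjusted p under 0.05 with edgeR. Its logFC lay between -0.48 (94 h) and 0.18 (45 h). The listed insert has 858 bases without a stop codon and the native gene spans 879 bp, so the sequences are not identical. Reads that matched both equally well were not uniquely mapping, so the counts of both can be too low. How many reads matched both was not computed.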

PrsA had strain-specific expression (as expected by not being inserted into the control strain’s genome). Notably, no strain-specific expression was detected for AMY.

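Expression of the AMY gene in the +prsA and the control strain was 44560 ± 9189 and 27430 ± 4350 CPM at 21 h, 31630 ± 5605 and 31470 ± 3148 at 26 h, and 21180 ± 5328 and 15400 ± 831 at 45 h (mean ± SD, n = 3 tanks each). At 71 h the values were 23500 ± 5948 and 21370 ± 2840 CPM, at 94 h 22430 ± 2212 and 20980 ± 2479, and at 118 h 23900 ± 2338 and 25100 ± 1423. Each sample holds at least 320390 reads on the gene, so counting error is small against the spread between tanks. edgeR called 0 of the 6 tests of AMY (JE1) between the strains, as did DESeq2 and limma-voom, and 2 had an unadjusted p under 0.05. The largest logFC was 0.51 at 21 h (standard error 0.20, edgeR adjusted p = 0.62). At 26 h the logFC of AMY (JE1) was 0.01, and -0.13 without tank MIX1501 and -0.07 without tank MIX1505. At 71 h it was 0.05, and -0.16 without tank MIX1502 and -0.03 without tank MIX1504. At 118 h it was -0.07, and 0.0019 without tank MIX1500. With a tank left out it stayed above 0 at 21 h (0.38 to 0.62), 45 h (0.24 to 0.58) and 94 h (0.03 to 0.20). Without TMM normalization the logFC of AMY (JE1) was -0.13 at 26 h, and it was -0.01 at 94 h, where it was 0.10 with that normalization.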

To further assess the coding potential of the differentially expressed NPTRs, we leveraged a set of 4,226 ORF predictions (Hyatt et al., 2010). These ORF recall 4,085 of 4,332 known coding sequences perfectly (overlap with Jaccard similarity >90%), which corresponds to a recall of 94.3% with a precision of 96.7%. Only 141 ORF predictions do not recall coding genes. Furthermore, only 18 overlap unannotated regions (>100 bp); for 3 ORF, the overlap is less than 5% of the ORF length (Table 3). Also, only two of the ORFs are fully located within an NPTR that has detected differential expression; in both cases, the ORFs antisense overlaps the 3′ ends of the coding genes: The electron transfer flavoprotein *etfA* and the gene of unknown function *yobB*.

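The overlaps of Table 3 were recomputed from the coordinates of the ORFs and the unannotated regions. For all 18 ORFs the share inside the region was within 0.1 percentage points of the listed value. From their coordinates the 18 ORFs are between 108 and 546 bp long, while the listed ORF length equals the length of the unannotated region in all 18. The ORF predictions themselves were not repeated here.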

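The region that is antisense to etfA, gap-538, spans 2909522 to 2917208 on the plus strand, and the region antisense to yobB, gap-1293, spans 2050586 to 2051328 on the minus strand. Their mean coverages were 7.80 and 18.6 reads per 50 bp. Expression of gap-538 increased from 45 h to 71 h in the +prsA strain with a logFC of 1.43 (standard error 0.24, edgeR adjusted p = 1.2e-04). gap-1293 increased from 26 h to 45 h in the +prsA strain with a logFC of 1.33 (edgeR adjusted p = 3.2e-05), a call that was lost without tank MIX1501 (logFC 1.23), and decreased from 45 h to 71 h with a logFC of -1.25 (edgeR adjusted p = 7.5e-05). Between the strains edgeR called 0 of the 6 tests for either region, where 3 had an unadjusted p under 0.05 for gap-538 and 1 for gap-1293. DESeq2 on the 36 samples and limma-voom each called 1 test of gap-1293 and 0 of gap-538. Across the 12 combinations of strain and timepoint, the expression of gap-1293 had a correlation of 0.925 with its nearest upstream annotation of the same strand, and that of gap-538 0.728.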

**TABLE 3:** ORF overlapping un-annotated regions.

Overlapping gap	ID	Gap length	ORF start	ORF end	ORF strand	ORF length	% ORF within gap
Low expression	gap-865	18994	164501	164923	−	18994	100
Low expression	gap-964	382	635149	635262	−	382	100
Low expression	gap-1109	277	1233396	1233599	−	277	100
Low expression	gap-1244	15761	1784706	1784837	−	15761	100
Low expression	gap-1402	1357	2747665	2747853	−	1357	100
Low expression	gap-643	8279	3341033	3341254	+	8279	100
NPTR^†^	gap-1322	7336	2221838	2221951	−	7336	100
**NPTR with diff. expr.**	**gap-1293**	**743**	**2050930**	**2051037**	−	**743**	**100**
**NPTR with diff. expr.**	**gap-538**	**7687**	**2915229**	**2915390**	+	**7687**	**100**
Low expression	gap-1495	1272	3419414	3419656	−	1272	96.7
Low expression	gap-1367	140	2560095	2560259	−	140	84.8
NPTR^†^	gap-113	1795	718436	718597	+	1795	83.3
Low expression	gap-1166	197	1453322	1453525	−	197	79.4
**NPTR with diff. expr.**	**gap-1354**	**1038**	**2460278**	**2460625**	−	**1038**	**26.7**
NPTR without diff. expr.	gap-1296	581	2056650	2057114	−	581	23.2
**NPTR with diff. expr.**	gap-1058	2975	1033458	1034003	−	2975	4.8
Low expression	gap-449	2395	2555468	2555845	+	2395	2.1
Low expression	gap-90	2286	608879	609391	+	2286	1.4

Shown are each overlap between ORFs (that did not recall a coding gene) and un-annotated regions (>100 bp). Some of these un-annotated regions with sufficient expression signal were considered as NPTR and further processed for differential expression analysis (column 1–3). Bold texts highlights gaps with detected differential expression. Based on the coordinates of the predicted ORF (column 4–7), the overlap of the ORF with the un-annotated gap is expresses relative to the length of the ORF (column 8).

^†^Un-annotated region with sufficient expression signal to be considered as NPTR, but which was excluded from further analysis by the independent filtering procedure of the differential expression analysis.

#### The regions with the highest expression changes

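The inserted prsA copy is not in the genome to which the control reads were mapped, so no fold change between the strains is given for it. In the +prsA strain its expression was 13890 ± 1551 CPM at 21 h and 6489 ± 461 CPM at 118 h (SD, n = 3 tanks). Among the annotations counted in both strains, the largest logFC called by edgeR in any of the 16 tests had a size of 6.89.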

The strain-specific expression patterns of PrsA and the respective logFC between the two strains on all six timepoints were the most extreme observed in this study with logFC values up to a factor of 20 at each timepoint. 

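The largest absolute logFC called by edgeR between the strains was 4.71 at 21 h, 6.84 at 26 h, 2.65 at 45 h, 3.80 at 71 h, 4.84 at 94 h and 4.52 at 118 h. At 21 h the genes tasA, tapA and sipW, between 2553081 and 2555247 on the minus strand, were lower in +prsA with logFCs of -4.71, -4.45 and -4.36 (edgeR adjusted p = 0.0042, 0.0084 and 0.0012). The tasA count in 2 of the 3 control tanks was at most 5.10 CPM, and the calls of tasA and sipW were lost without tank MIX1501, MIX1502 or MIX1503, that of tapA without any of the 6 tanks. The lowest of these values were -6.37 (tasA) and -5.12 (tapA) without tank MIX1501 and -5.13 (sipW) without tank MIX1502, and the highest were -3.31, -3.46 and -3.14 without tank MIX1503. At 26 h wapI and wapA were lower in +prsA with logFCs of -4.92 and -3.28 (edgeR adjusted p = 3.9e-05 and 3.4e-09), and both calls remained with each tank left out.
cydB at 45 h had a logFC of -2.49 (edgeR adjusted p = 0.0059), a call that remained only without tank MIX1503 (logFCs from -2.76 to -2.30 with a tank left out), and yydF at 71 h one of -3.63 (edgeR adjusted p = 0.0026), a call that was lost without tank MIX1500, MIX1501, MIX1502 or MIX1503 (logFCs of -3.38, -4.12, -3.46 and -2.45). The genes liaH and liaI, from 3397846 to 3398930 on the minus strand, were lower in +prsA at 71 h with logFCs of -3.80 and -3.29 (edgeR adjusted p = 1.2e-08 and 1.8e-06). Their calls remained with each tank left out. In the time tests, the largest called logFC was 6.89 in the control strain and -6.59 in the +prsA strain.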

Other extreme logFC values were observed for genes from operons encoding a variety of biological functions (Table 4). 

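The genes nadB, nadC and nadA encode L-aspartate oxidase, nicotinate-nucleotide pyrophosphorylase and quinolinate synthetase, and lie next to each other on the minus strand between 2845955 and 2849466. In the control tanks, nadA expression was 2.37 ± 0.09 CPM at 21 h and 3.15 ± 0.44 CPM at 26 h (SD, n = 3), and nadB expression 3.51 ± 0.97 and 3.04 ± 0.93 CPM. At 45 h the control tanks lay between 222 and 502 CPM for nadA and between 308 and 561 CPM for nadB. From 26 h to 45 h, which lie in 1 sequencing batch, nadA increased in the control strain with a logFC of 6.89 (standard error 1.37, edgeR adjusted p = 0.0012), a call that was lost without tank MIX1503, MIX1504 or MIX1505 (logFCs of 6.94, 6.52 and 7.17). nadB and nadC increased by 7.28 and 7.08 without passing the screen, and DESeq2 called both.
The fitted change from 21 h to 26 h in the control strain was -6.21 for nadA (standard error 2.01, edgeR adjusted p = 0.19) and -6.53 for nadB (standard error 2.17, edgeR adjusted p = 1). It depends on the batch term. Without that term the logFC was 0.41 for nadA and -0.20 for nadB, and without tank MIX1500 it was 0.43 and -0.18. The fit without that tank also lacks the term of batch 1, so it is no second check. In the +prsA strain tank MIX1500 had 278 CPM of nadA at 21 h and 1073 CPM at 26 h, where tanks MIX1501 and MIX1502 had 3.03 and 2.64 CPM at 21 h and 6.81 and 2.67 CPM at 26 h. The difference between the strains at 26 h, with a logFC of 6.84 for nadA (edgeR adjusted p = 0.0013), thus rests on tank MIX1500, and was 0.58 without it. The call was also lost without a control tank, MIX1503, MIX1504 or MIX1505 (logFCs of 6.94, 6.74 and 6.84). For nadB and nadC it was 7.44 and 7.00, and 0.10 and -0.50 without that tank. Of the fixed list of the 5 genes from nadB to coxA, 1 was called from 26 h to 45 h in the control strain over all annotations. When adjusted over the list alone, 5 were called (fry adjusted p = 0.0042, median logFC 6.89). The paper names these 5 genes for this step from the same samples, so the list is no independent test. The call of the list remained only without tank MIX1500, and the median lay between 6.52 and 7.17 with a tank left out.

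**Figure D2:**
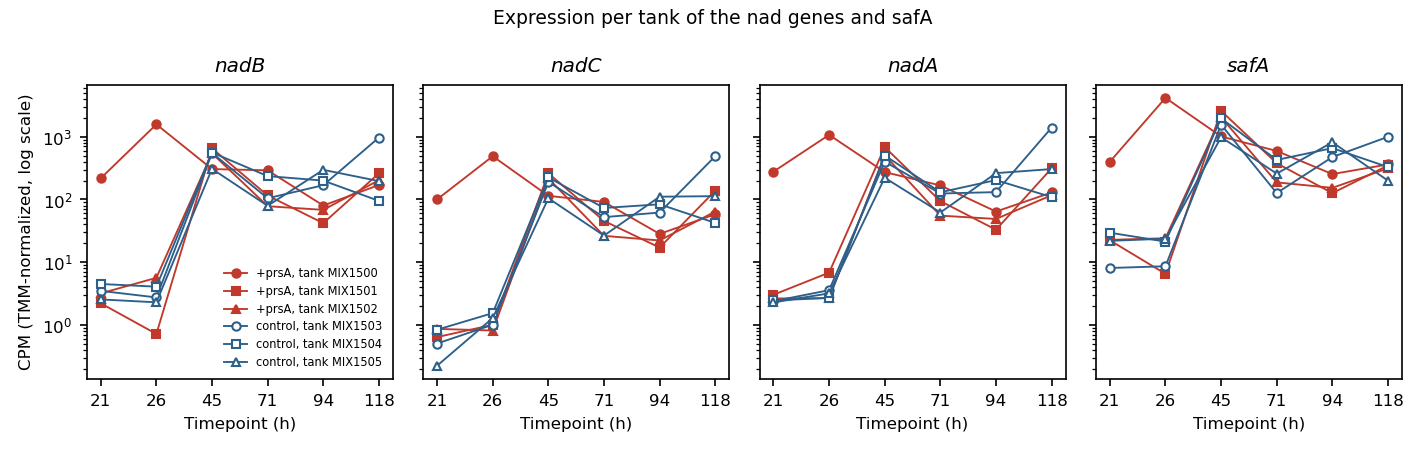
Expression (CPM, log axis) of nadB, nadC, nadA and safA in each tank at each timepoint (x axis, h). Each line is 1 tank, with 3 tanks of +prsA and 3 of the control strain. Tank MIX1500 lies above every other tank at 21 h and 26 h for nadA, with 278 and 1073 CPM.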

The NAD biosynthesis genes of the *nadABC* operon (Rodionov et al., 2008) also have extreme logFC, but they undergo both extreme upregulation and downregulation in the control strain with *nadA* and *nadB* being downregulated from timepoint 21 to 26 h (both logFCs<−6, adj. *p* < 0.004) and subsequently upregulated from 26 to 45 h (both logFCs ∼+7, adj. *p* < 3e-10). Due to the secretion stress, the production strains attempt to sporulate despite being unable to do so (Geissler et al., 2022). 

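The genes safA (2844675 to 2845838) and coxA (2843931 to 2844527) follow nadA downstream on the minus strand. From 26 h to 45 h in the control strain their logFCs were 6.40 and 6.07 (edgeR adjusted p = 1 for both, as neither passed the screen). DESeq2 called both changes on the 36 samples, with logFCs of 6.40 and 6.15. coxA had few reads, with a mean of 0.0923 CPM in the control tanks at 26 h. Between the strains at 26 h the logFCs were 6.29 for safA and 6.15 for coxA, and without tank MIX1500 they were -0.21 and 0.04. In that tank safA reached 4170 CPM at 26 h, against 6.53 and 24.1 CPM in the other 2 +prsA tanks. Among the 237 other tested genes of the sporulation term, 13 were called higher and 22 lower from 26 h to 45 h in the control strain.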

Consistently, the two sporulation genes, namely *safA* and *coxA*, were among the most extremely regulated (logFC > 6, adj. *p* < 2.3e-5). Other extreme changes in expression (logFC < −5) were observed for the spore killing factors *skfA* and *skfB* (González-Pastor, 2011), the sporulation controlling factor *spoIIGA* (Ramos-Silva et al., 2019), the bacitracin resistance genes *bceA* and *bceB* (Ohki et al., 2003), the for NADH during fermentation essential lactate dehydrogenase *ldh* (Cruz Ramos et al., 2000; Larsson et al., 2005), and an NPTR antisense to the gene of unknown function *ytta* (Asai et al., 2007).

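From 26 h to 45 h in the control strain, skfA (213941 to 214108) and skfB (214175 to 215407) decreased with logFCs of -5.65 (standard error 0.66, edgeR adjusted p = 1.5e-07) and -5.34 (standard error 0.40, edgeR adjusted p = 9.2e-12). spoIIGA (1603779 to 1604708) decreased over the same step with a logFC of -5.13 (standard error 0.36, edgeR adjusted p = 1.5e-12). The logFCs of bceA (3111327 to 3112088) and bceB (3109397 to 3111337) were -6.13 and -6.43 (standard error 0.33 for both, edgeR adjusted p = 3.7e-15 and 1.0e-15). The NPTR gap-1449, from 3108525 to 3109352 on the minus strand directly downstream of bceB, had a logFC of -6.80 (standard error 0.56, edgeR adjusted p = 7.4e-11), and its expression across the 12 combinations of strain and timepoint had a correlation of 0.996 with that of bceB. All 6 calls remained with each tank left out.
In the +prsA strain the same step gave logFCs of -5.31 for skfA, -4.39 for skfB, -3.57 for spoIIGA, -3.27 for bceA and -3.60 for bceB, all called by edgeR, and the skfA call was lost without tank MIX1501 (logFC -4.48). ldh (329774 to 330739) decreased from 21 h to 26 h in the +prsA strain with a logFC of -6.59 (standard error 0.83, edgeR adjusted p = 6.9e-07). Its level in the 3 tanks fell from 307, 158 and 57.2 CPM to 3.06, 2.01 and 4.42 CPM, and the logFC stayed between -6.89 and -5.05 with each tank left out. With the batch term its 21 h level rests on tank MIX1500, and without the term the logFC was -5.77.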

**TABLE 4:** Most extreme observed logFCs.

Name	Type	Test	logFC	Adj. *P*	Location
nadB	Coding	Between strains, 26 h	7.4	1.07E-10	2847871<-2849466
nadB	Coding	Control, 26->45 h	7.2	2.65E-10	2847871<-2849466
nadC	Coding	Control, 26->45 h	7.0	2.89E-09	2847048<-2847917
nadC	Coding	Between strains, 26 h	6.9	5.26E-09	2847048<-2847917
nadA	Coding	Control, 26->45 h	6.8	7.82E-11	2845955<-2847061
nadA	Coding	Between strains, 26 h	6.8	1.33E-10	2845955<-2847061
safA	Coding	Control, 26->45 h	6.4	4.05E-09	2844675<-2845838
safA	Coding	Between strains, 26 h	6.2	8.98E-09	2844675<-2845838
coxA	Coding	Between strains, 26 h	6.2	1.82E-05	2843931<-2844527
coxA	Coding	Control, 26->45 h	6.1	2.28E-05	2843931<-2844527
spoIIGA	Coding	Control, 26->45 h	−5.2	8.47E-67	1603779->1604708
skfB	Coding	Control, 26->45 h	−5.4	2.86E-60	214175->215407
skfA	Coding	+prsA, 26->45 h	−5.4	7.31E-09	213941->214108
skfA	Coding	Control, 26->45 h	−5.7	4.39E-24	213941->214108
bceA	Coding	Control, 26->45 h	−6.2	5.76E-107	3111327<-3112088
nadA	Coding	Control, 21->26 h	−6.2	0.002258927	2845955<-2847061
bceB	Coding	Control, 26->45 h	−6.5	1.62E-127	3109397<-3111337
nadB	Coding	Control, 21->26 h	−6.5	0.003566971	2847871<-2849466
ldh	Coding	+prsA, 21->26 h	−6.6	2.42E-13	329774->330739
gap-1449	NPTR	control, 26->45 h	−6.9	1.85E-48	3108525<-3109352

The table lists the top 10 most extreme upregulated and downregulated genomic elements according to their logFC of differential expression (fourth column). prsA is excluded since it was upregulated with an approximate logFC of 20 between strains at all-time points. For each genomic element, the locations (last column) are relative to the reference genome (see section “Materials and methods”). The pairwise tests (third column) refer to the conducted differential expression analysis (Figure 1C), and the corresponding adjusted P-values are listed in the fifth column.

#### Biological processes and differentially expressed genes are mutually associated

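The fitted mean expression of the 968 differentially expressed annotations at the 6 timepoints was scaled per strain and grouped into 10 k-means clusters, with the strains as separate entries. In 57.2% of the annotations the control and the +prsA profile fell into different clusters. When the pairing of control and +prsA profiles was shuffled, 89.3% did. The clusters left 22.9% of the sum of squares within them.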

The investigation of the overall expression profiles from a k-means clustering (Figure 2A) on the average expected expression at each timepoint (Supplementary Table 5) shows marked differences in the expression dynamics between the strains (Figure 2C). Also, all profiles indicate a substantial shift in dynamics between timepoints 45–71 h, during which the cell population increased the most (Figure 1A): For instance, profiles 4 and 5 drop in expression levels at that timepoint but recover and even exceed the starting expression level whereas profiles 7 and 8 have drastically downregulated expression at that timepoint and do not recover (Figure 2B). 

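The largest step between consecutive timepoints of the mean profile was from 26 h to 45 h in 6 of the 10 clusters, from 45 h to 71 h in 3 and from 21 h to 26 h in 1. Over the 968 annotations the median absolute logFC from 26 h to 45 h was 0.92 in the control strain and 0.85 in the +prsA strain, and from 45 h to 71 h it was 0.53 and 0.59. The later steps had medians of 0.21 and 0.38 (71 h to 94 h) and 0.31 and 0.27 (94 h to 118 h).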

Genes and other biotypes with strain-specific expression patterns had predominately different expression profiles between the strains, whereas those without strain-specific expression had the same (Supplementary Figure 5). Therefore, *B. subtilis* regulates gene expression both timepoint- and strain-specifically.

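Of the 360 strain-specific annotations, 77.5% had different profiles in the strains, against 45.2% of the 608 without strain-specific expression. With 8 clusters these shares were 71.1% and 40.1%, and with 12 clusters 76.9% and 48.0%. With 1 tank left out at a time, the share among strain-specific annotations lay between 67.1% (without tank MIX1504) and 84.0% (without tank MIX1505), and that among the others between 42.6% and 52.5%, with the former above the latter for each tank. Since strain-specific annotations were selected for a difference between the strains, the shares describe the profiles and are no independent test. From the profiles that differ between strains and along time, the paper concludes that gene expression is regulated by both timepoint and strain.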

**FIGURE 2:**
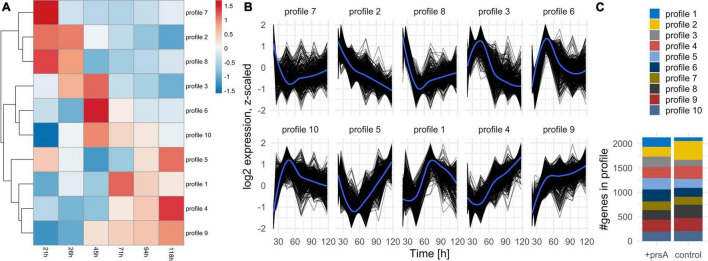
Expression profiles. **(A)** Heatmap of the expression profile over time (columns) for all differentially expressed coding and non-coding annotations investigated separately per strain. The resulting profiles were clustered (rows) and re-arranged by a complete linkage tree. **(B)** Profiles of expression per cluster for each annotation (black lines). An overall average expression according to a loess regression is added in blue. **(C)** The number of annotations per profile in either strain. The expression dynamics for each annotation can be in two separate profiles in the strains.

We assessed which biological processes [annotated in Gene Ontology (GO), terms (Ashburner et al., 2000)] are over-represented among the differentially expressed genes in each time and strain pairwise comparison (Figure 1C). We compared the numbers of respective upregulated or downregulated genes relative to the number of expressed genes (see section “Materials and methods”). 

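Over-representation was tested with Fisher's exact test (one-sided) per term, pairwise test and direction, with the 3302 tested coding sequences that carry a GO annotation as background and the terms as directly annotated, without their parent terms. As in the study, only combinations with at least 2 times the expected number of called genes entered the adjustment, a filter that depends on the calls. Of 235 terms with at least 10 genes, 27 were over-represented in at least 1 test at a Benjamini-Hochberg FDR of 0.01, in 40 combinations of term and test. The annotation gives no kind of GO term, so cellular components and molecular functions were tested too, and 8 of the 27 are of these kinds, such as cytoplasm and transporter activity. With the calls of DESeq2 on the 41 libraries there were 43 terms in 84 combinations. Without the batch term there were 45 terms in 74 combinations, and without the filter on the ratio, with terms of at least 5 genes, 19 terms in 30. Fisher's exact test takes genes as independent. limma's camera with an estimated correlation between genes called 0 combinations, and its smallest adjusted p among the terms discussed in the paper was 0.43.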

A total of 24 processes had significant over-representation (Fisher’s exact test, FDR *p*-adj. ≤0.01). We inspected the list of differentially expressed genes per process (Supplementary Table 7) in combination with meta-information available in the BSGatlas, particularly KEGG pathway annotations (Kanehisa and Goto, 2000; Geissler et al., 2021). 

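Within a term, the logFCs of all its tested genes were compared with those of all 5024 annotations. The median logFC of all annotations was -0.04 from 26 h to 45 h in the control strain and 0.02 in the +prsA strain. For the same steps the 56 genes of the superoxide response had medians of 2.11 and 1.48, with 53 and 51 of them higher. The 11 histidine biosynthesis genes had medians of -2.66 and -1.90, with 10 of them lower in each strain. The 64 amino acid transport genes had a median of 0.09 between the strains at 94 h, with 36 higher and 5 called.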

Notably, the detected over-represented processes annotate genes with differentially expressed logFC predominately above the background logFC distribution of genes without detected differential expression (Supplementary Figure 8). Furthermore, some of the top 10 most extremely upregulated and downregulated genes (Table 4) were annotated by the detected processes (Supplementary Table 7), namely cell wall macromolecule catabolic process (*safA* and *skfA*), response to stress (*nadC* and *nadE*), and ATP biosynthetic process (*ldh*). We further inspected the detected biological processes (Figure 3) for their relevance with respect to fed-batch fermentation, as described in the sections later.

**FIGURE 3:**
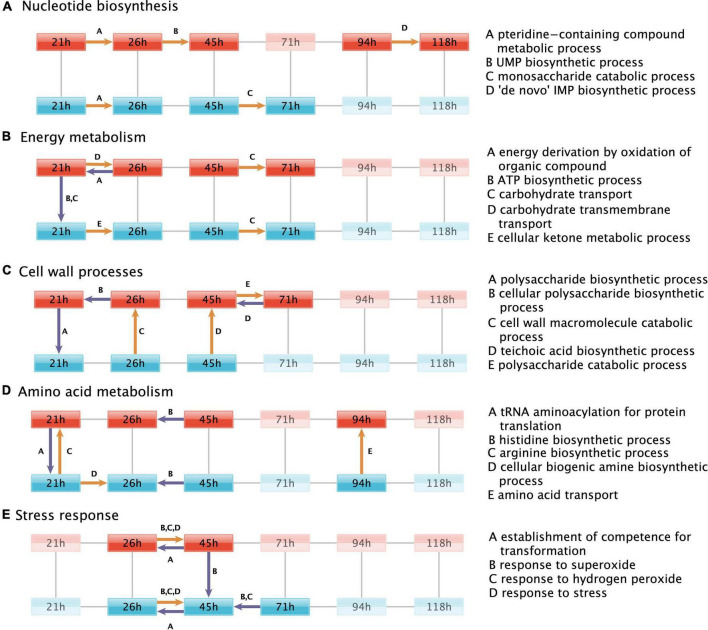
Regulated biological processes. Biological processes that are over-represented by the genes differentially expressed in each of the pairwise comparisons (black lines) between the fermentation timepoint in the +prsA (red) and control strain (blue). For simplicity, the regulated processes are grouped in subplots according to the same biological functions discussed in the result sections, which touch upon **(A)** nucleotide biosynthesis, **(B)** energy metabolism, **(C)** cell wall processes, **(D)** amino acid metabolism, and **(E)** stress response. Supplementary Figure 7 shows the regulated processes without further functional subdivision. Colored arrows indicate a pairwise comparison that was over-represented in a process (see description to the right). The arrows point to the conditions in which expression levels were higher. Upregulation in the +prsA strain or upregulation with time progression of the fermentation is highlighted in orange, whereas downregulation is shown in purple. In each subplot, time-strain conditions not adjacent to an arrow are grayed out.

#### Nucleotide biosynthesis

It is well established that an ample supply of nucleotides is needed for efficient AMY protein expression (Hosoda et al., 1959) and thus also the nucleotide precursors, such as UMP and IMP, are of regulatory interest (Peifer et al., 2012; Hohmann et al., 2016). 

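UMP biosynthesis is the direct annotation of 1 tested coding sequence, so the term was not tested. Its logFC from 26 h to 45 h in the +prsA strain was 3.71, and DESeq2 called it but not edgeR. A fixed list of 12 pyrimidine biosynthesis genes had a median logFC of 3.67 over this step with all 12 higher (fry adjusted p = 0.0039). Over all annotations 1 of them was called, and 11 when adjusted over the list alone. The call of the list was lost without tank MIX1501, MIX1502 or MIX1505 (medians of 3.59, 2.66 and 3.67). From 94 h to 118 h in the +prsA strain, the 13 genes of IMP biosynthesis had a median logFC of 2.13, with 12 of 13 higher and 1 called by edgeR (Fisher's exact test, adjusted p = 0.072). With the calls of DESeq2 on the 41 libraries, 8 of 13 were called (adjusted p = 2.5e-13). The fixed list of 15 purine biosynthesis genes had a median of 2.13 with all 15 higher (fry adjusted p = 0.0097), with 1 gene called over all annotations and 9 when adjusted over the list alone. The call of this list remained only without tank MIX1503, with medians between 1.80 and 2.13 when a tank was left out.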

Consistently, the over-representation investigation indicates an upregulation of UMP (GO:0006222) and IMP (GO:0006189) biosynthesis in the +prsA strain from timepoint 26 to 45 h and 95 to 118 h, respectively. The monosaccharide catabolic genes (GO:0046365), especially the genes involved in the ribose synthesis *via* the pentose phosphate pathway (Supplementary Table 7), are upregulated in the control strain from timepoint 45 to 71 h. The pteridine-containing compound metabolic process (GO:0042558) was over-represented by genes upregulated from the first to the second timepoint in both strains. These specific genes are also part of the folate biosynthesis pathway, which is essential for both purine and pyrimidine synthesis (Kilstrup et al., 2005) and therefore quintessential for AMY production (Hohmann et al., 2016; Hosseini et al., 2018).

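The pteridine term is the direct annotation of 1 tested coding sequence, so that no over-representation was tested with it. From 21 h to 26 h this gene had a logFC of 1.13 in the control strain, where edgeR did not call it, and of 1.20 in the +prsA strain, where edgeR called it. Both steps depend on the batch term.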

### PrsA over-expression affects genes involved in energy metabolism

#### ATP biosynthesis

The ATP biosynthetic process (GO:0006754) was significantly downregulated in +prsA compared to the control strain on the first timepoint of the fermentation. Furthermore, the data suggest that the energy derivation by oxidation of organic compounds (GO:0015980) was further downregulated in +prsA from the first to the second timepoint within the first day of fermentation. 

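The 9 tested genes of the ATP biosynthetic process had a median logFC of -0.92 between the strains at 21 h, with 8 of them lower in +prsA. edgeR called 1 of the 9 over all annotations. The 9 ATP synthase genes, a fixed list, had a median of -0.92 with all 9 lower (fry adjusted p = 0.0023), and 3 of them were called when adjusted over the list alone. limma's camera with an estimated correlation between genes did not call this list (adjusted p = 0.20). The call by fry remained only without tank MIX1500, with medians between -1.10 and -0.81 when a tank was left out. Without that tank the term of batch 1 was dropped too.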

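From 21 h to 26 h in the +prsA strain, a fixed list of 12 tricarboxylic acid cycle genes had a median logFC of 0.40, with 10 of 12 higher and 3 at an unadjusted p under 0.05. edgeR called 0 of them over all annotations and 0 when adjusted over the list alone, and DESeq2 and limma-voom called 0 (fry adjusted p = 0.070, camera adjusted p = 0.37). Without tank MIX1500 the median was -0.10. The 9 ATP synthase genes had a median of -0.64 with all 9 lower (fry adjusted p = 0.091) over this step. The step depends on the batch term.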

The differentially expressed genes associated with both processes comprise a long list (>50, see Supplementary Table 7) of core energy metabolic enzymes from the citrate cycle, oxidative phosphorylation, and glycolysis. Nevertheless, the list also overlaps with the starch and sucrose metabolism pathway, particularly with glycogen biosynthesis (*glgA, glgB, glgC, glgD*, and *glgP*) (Kiel et al., 1994). 

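The glycogen genes glgB, glgC, glgD, glgA and glgP lie in this order on the minus strand between 3163735 and 3171646. At 21 h they were lower in +prsA, with logFCs of -0.52 (glgB), -0.48 (glgC), -0.55 (glgD), -0.77 (glgA) and -0.90 (glgP), none of which edgeR called; over the 5 genes as a list the adjusted p was 0.0092 (fry), a call that remained only without tank MIX1503 (medians between -0.80 and -0.34 with a tank left out). At 26 h, within 1 sequencing batch, all 5 were called, with logFCs from -2.31 (glgP, standard error 0.22, edgeR adjusted p = 3.0e-09) to -1.74 (glgD, standard error 0.20, edgeR adjusted p = 1.8e-07), and 5 were also called when adjusted over the list alone (fry adjusted p = 5.4e-09). From 21 h to 26 h in the +prsA strain the 5 logFCs lay between -2.46 and -1.91 and were all called. In the control strain they decreased from 26 h to 45 h, with a median of -2.89 and all 5 genes called.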

Consistent with these observations, the carbohydrate transport (GO:0008643) was also downregulated in +prsA on the first timepoint. In contrast, the cellular ketone metabolic process (GO:0042180) was upregulated in the control strain from the first to the second timepoint. 

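The 50 genes of carbohydrate transport had a median logFC of -0.70 between the strains at 21 h, with 36 of 50 lower in +prsA and 1 called by edgeR (Fisher's exact test, p = 0.58). With the calls of DESeq2 on the 41 libraries, 22 of the 50 were called lower (Fisher's exact test, adjusted p = 5.7e-07). Those libraries count 2 runs of a 21 h sample as separate samples, and on the 36 samples DESeq2 called 7.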

Ketones are essential for the biosynthesis of menaquinone (Lu et al., 2008). Menaquinone is *B. subtilis’* respiration coenzyme, similar in function to ubiquinone in human mitochondria (Lemma et al., 1990). Nevertheless, the ATP biosynthetic process (GO:0006754) was not detected significantly over-represented by the regulated genes at the other fermentation timepoints.

#### Altering carbohydrate transport during fermentation

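From 45 h to 71 h the 50 genes of carbohydrate transport had a median logFC of 0.82 in the +prsA strain, with 43 higher and 11 called higher by edgeR (Fisher's exact test, adjusted p = 1.2e-06, 8.86 times the expected number), a call that was lost without tank MIX1500 (6.63 times). In the control strain the median was 0.63, with 41 higher and 3 called (adjusted p = 0.068), and with the calls of DESeq2 on the 41 libraries 11 were called (adjusted p = 1.3e-06). For the 32 genes of carbohydrate transmembrane transport, 6 were called in the +prsA strain (Fisher's exact test, adjusted p = 0.0026) and 1 in the control strain (adjusted p = 0.32). The former was not called without the filter on the ratio and with terms of at least 5 genes (adjusted p = 0.030). It remained a call only without tank MIX1505, with 0 to 11.9 times the expected number when a tank was left out. Whether the step differs between the strains was tested per annotation. edgeR called 0 of the 5024 for this step at an FDR of 0.01, where 626 had an unadjusted p under 0.05, DESeq2 called 13 on the 36 samples and limma-voom called 0.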

The over-representation analysis also suggests that both strains have an upregulated carbohydrate transport (GO:0008643, GO:0034219) from 45 to 71 h. The transport might also be upregulated in the +prsA strain from the first to the second timepoint.

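In the +prsA strain from 21 h to 26 h, the carbohydrate transport genes had a median logFC of 0.15, with 29 of 50 higher, 10 of them at an unadjusted p under 0.05, and 0 called higher by edgeR or limma-voom. For carbohydrate transmembrane transport the median was 0.24, with 20 of 32 higher, 6 at an unadjusted p under 0.05 and 0 called by either tool. DESeq2 on the 41 libraries called 8 of the 50 and 5 of the 32 higher (Fisher's exact test, adjusted p = 7.0e-05 and 0.0034). On the 36 samples it called 6 and 4.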

### PrsA over-expression affects genes involved in cell wall destabilizing processes

Low PrsA protein abundances and increased concentrations of teichoic acid can reduce cell growth and cell wall disruption (Driessen et al., 1998; Hyyryläinen et al., 2000). For instance, the inhibition of the dlt operon–which is key to teichoic acid synthesis–increases AMY yields (Hyyryläinen et al., 2000; Yan and Wu, 2017). However, our data suggest that not only *dltB* expression is upregulated in +prsA on timepoint 45 h (logFC = 0.86, adj. *p* < 2.11e-5) but also the entire teichoic acid biosynthetic process (GO:0019350). 

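dltB lies on the plus strand from 3953783 to 3954970. At 45 h its expression was 747 ± 138 CPM in +prsA and 414 ± 33 CPM in the control strain (SD, n = 3), a logFC of 0.85 (standard error 0.18, edgeR adjusted p = 0.0033). The direction remained with each tank left out, with logFCs from 0.71 to 0.98, and the call was lost with every tank except MIX1500 left out. The 11 genes of the teichoic acid biosynthetic process had a median logFC of 0.66 at 45 h, with 8 of 11 higher in +prsA. edgeR and limma-voom called 0 of them higher, where 6 had an unadjusted p under 0.05, and DESeq2 on the 41 libraries called 2 (Fisher's exact test, adjusted p = 0.085). A fixed list of 21 genes of teichoic acid synthesis and D-alanylation had a median of 0.70 with 18 higher (fry adjusted p = 0.0070), and 2 of its genes were called over all annotations and 7 when adjusted over the list alone. The call of the list remained only without tank MIX1500, with medians between 0.63 and 0.82 when a tank was left out.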

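The 26 genes of the polysaccharide biosynthetic process had a median logFC of -1.02 between the strains at 21 h, with 21 of 26 lower in +prsA. edgeR and limma-voom called 0 of them lower, where 14 had an unadjusted p under 0.05, and without the batch term edgeR called 10. DESeq2 on the 41 libraries called 13 (Fisher's exact test, adjusted p = 7.0e-05). Those libraries count 2 runs of a 21 h sample as separate samples, and on the 36 samples DESeq2 called 4.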

Additional processes relating to cell wall molecules and polysaccharide biosynthetic (GO:0033692, GO:0000271) were observed as downregulated in +prsA. Nevertheless, not only does our data suggest that the biosynthesis is downregulated, the corresponding catabolic processes (GO:0016998, GO:0000272) might be upregulated.

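Of the 20 genes of cell wall macromolecule catabolism, 5 were called higher in +prsA at 21 h by edgeR, 17.6 times the expected number (Fisher's exact test, adjusted p = 2.2e-04), and 14 of 20 had a logFC above 0, with a median of 0.28. The call was lost without tank MIX1502, MIX1503, MIX1504 or MIX1505 (11.0, 16.5, 5.92 and 6.37 times the expected number). Of the 11 genes of polysaccharide catabolism, 10 were lower in +prsA, with a median of -0.19. edgeR, DESeq2 and limma-voom each called 0 of the 11 higher, and 0 were higher at an unadjusted p under 0.05.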

### Upregulation of amino acid metabolism during PrsA over-expression

#### Regulated amino acid metabolism

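The 12 genes of arginine biosynthesis had a median logFC of 1.35 between the strains at 21 h, with 10 of 12 higher in +prsA and 2 called by edgeR (Fisher's exact test, adjusted p = 0.072). With the calls of DESeq2 on the 41 libraries 9 of 12 were called (adjusted p = 6.6e-08). Those libraries count 2 runs of a 21 h sample as separate samples, and on the 36 samples DESeq2 called 6. Over a fixed list of 9 arginine biosynthesis genes the median was 1.38 with all 9 higher (fry adjusted p = 0.0023), and 9 were called when adjusted over the list alone. The call of the list was lost without tank MIX1501, MIX1502, MIX1503 or MIX1505 (medians of 1.29, 1.66, 1.32 and 1.36), and that of the term was gained without tank MIX1500 (22.1 times the expected number). At 94 h, 5 of the 64 genes of amino acid transport were called higher in +prsA by edgeR, 15.2 times the expected number (Fisher's exact test, adjusted p = 3.9e-04).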

Genes of the arginine biosynthetic process (GO:0006526) are over-represented among the genes upregulated in the +prsA strain on the first timepoint and for the amino acid transport (GO:0006865) at timepoint 94 h after fermentation started. The histidine biosynthetic process (GO:0000105) was detected as downregulated from timepoint 26 h to the timepoint 45 h in both strains. 

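Of the 11 genes of histidine biosynthesis, 10 decreased from 26 h to 45 h in each strain and 1 increased. edgeR called 8 of the 11 lower in the control strain (17.9 times the expected number, Fisher's exact test, adjusted p = 7.3e-08) and 9 in the +prsA strain (22.0 times, adjusted p = 5.6e-10), the latter a call that was lost without tank MIX1502 (13.5 times). As a fixed list, the histidine biosynthesis genes gave fry adjusted p = 8.5e-08 in the control strain and 1.2e-05 in the +prsA strain, with 9 genes lower in each, and 1 higher in the +prsA strain, when adjusted over the list alone. Both timepoints lie in 1 sequencing batch.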

The data suggest also that the tRNA aminoacylation for protein translation (GO:0006418) is downregulated in +prsA on the first timepoint, and that the cellular biogenic amine biosynthetic process (GO:0042401) is upregulated in the control strain from the first to the second timepoint.

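At 21 h, 3 of the 20 genes of tRNA aminoacylation were called lower in +prsA by edgeR (Fisher's exact test, adjusted p = 0.044), and 17 of 20 had a logFC below 0, with a median of -0.45. With the calls of DESeq2 on the 41 libraries 9 of 20 were called lower (adjusted p = 0.0034), and DESeq2 on the 36 samples called 6. Over a fixed list of 23 aminoacyl-tRNA synthetase genes the median was -0.48 (fry adjusted p = 0.0011), with 4 called lower over all annotations, and 9 lower and 1 higher when adjusted over the list alone. The call of the list was lost without tank MIX1501, MIX1502 or MIX1503 (medians of -0.49, -0.45 and -0.41).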

#### Expected changes in amino acid metabolism

Given the observed potential regulation in amino acid metabolism above, we investigated to which extent these might be the result of the peptide sequence of the secreted AMY. The inspection of the codon composition of all coding genes suggests that the AMY and the over-expressed PrsA contain substantially more tryptophan, asparagine, aspartic acid, and lysine (more than 2 standard deviations from the average proportion, Table 2). 

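From the inserted sequences, the AMY gene has 512 codons and the prsA insert 286. Tryptophan makes up 21 residues of AMY (4.10%) and asparagine 45 (8.79%). In PrsA, lysine makes up 51 residues (17.8%) and aspartic acid 32 (11.2%), whereas AMY has 4.88% lysine and 6.84% aspartic acid. PrsA holds 1 tryptophan (0.350%). The composition of all other coding genes was not computed here. A fixed list of 6 tryptophan biosynthesis genes was higher in +prsA at 21 h with a median logFC of 0.92 and all 6 higher (fry adjusted p = 0.0018), with 1 gene called over all annotations and 3 when adjusted over the list alone. The call was lost without tank MIX1501, MIX1502, MIX1503 or MIX1505 (medians of 0.88, 0.97, 0.86 and 0.88). From 26 h to 45 h these genes were lower in both strains, with medians of -1.25 in the control strain and -1.28 in the +prsA strain (fry adjusted p = 1.4e-04 and 1.4e-05).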

Tryptophan was the strongest over-represented amino acid in AMY (+3.1 standard deviations). In comparison, the subset of neither differentially expressed endogenous (excl. AMY and PrsA) coding genes nor 10% of most highly expressed endogenous genes have changes in the overall composition (within 1 standard deviation). The PrsA was extremely over-expressed in the +prsA strain (logFC > 19, adj. *p* ≤ 5.27e-40). 

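Over the 18 samples of the +prsA strain the inserted prsA copy ranged from 4651 to 15600 CPM, with a median of 7489 CPM. By timepoint its expression was 10310 ± 4523 CPM at 26 h, 8707 ± 1442 at 45 h, 7234 ± 2607 at 71 h and 6422 ± 1066 at 94 h (SD, n = 3 tanks).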

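Coding genes were ranked by their mean CPM over the 36 samples, with the prsA insert taken as 0 in the control strain. Among 4302 coding genes AMY was 3rd with 25750 CPM, after rapA (54470 CPM) and srfAB (50210 CPM), and the PrsA insert was 17th with 4421 CPM. Without TMM normalization the PrsA insert was 20th. With DESeq2's size factors on the 41 libraries AMY was 4th and the PrsA insert 18th. Over the +prsA samples alone, an alternative chosen after seeing the data, the insert was 8th. With 1 tank left out its rank lay between 13 (without tank MIX1503 or MIX1504) and 24 (without tank MIX1500 or MIX1502). Per base of coding length, also chosen after seeing the data, AMY was 3rd and the insert 13th.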

By average expression, AMY was the 5th and PrsA the 34th highest expressed gene (see Supplementary Table 6). Thus, the enrichment of these four amino acids in AMY and PrsA should have physiological relevance: given the high energetic cost of tryptophan biosynthesis (Akashi and Gojobori, 2002), the evolutionarily adapted amino acid metabolism will be affected (Smith and Chapman, 2010).

### Protein–protein interactions of stress response and competence transformation

#### Stress response turning point

The over-representation investigation reveals that both strains upregulate parts of their stress response concerning the reactive oxygen species (ROS) response (GO:0006950 and the two children terms GO:0042542, GO:0000303) from timepoint 26 h to 45 h. 

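From 26 h to 45 h, 25 of the 92 genes of the response to stress were called higher by edgeR in the control strain and 22 in the +prsA strain (Fisher's exact test, adjusted p = 2.1e-10 and 2.8e-08), the latter a call that was lost without tank MIX1501 (3.48 times the expected number). For the response to hydrogen peroxide 12 and 9 of 16 genes were called higher (adjusted p = 7.2e-11 and 9.4e-07), and for the response to superoxide 37 and 27 of 56 genes (adjusted p = 7.0e-33 and 8.3e-19). The superoxide genes were called at 12.8 times the expected number in the control strain and 9.59 times in the +prsA strain. A fixed list of 9 genes of the peroxide and superoxide response had medians of 1.13 and 0.72 with all 9 higher in each strain (fry adjusted p = 5.5e-07 and 4.0e-05). Of these, 5 and 2 were called over all annotations, and 6 and 4 when adjusted over the list alone. Both timepoints lie in 1 sequencing batch.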

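Over the step from 26 h to 45 h, 17 of the 49 genes annotated with the establishment of competence for transformation were called lower by edgeR in the control strain (8.55 times the expected number, Fisher's exact test, adjusted p = 2.1e-10) and 14 in the +prsA strain (7.67 times, adjusted p = 7.8e-08), while 3 and 1 were called higher. The call in the +prsA strain was lost without tank MIX1501 (7.51 times). The medians over all 49 genes were -0.65 and -0.47. A fixed list of 17 genes of the competence machinery had medians of -2.38 in the control strain and -2.17 in the +prsA strain (fry adjusted p = 4.2e-06 and 1.4e-04), with 14 and 11 called over all annotations and 15 and 14 when adjusted over the list alone. In the +prsA strain the call of the list was lost without tank MIX1501 (median -1.72).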

Simultaneously, the strains downregulate the establishment of competence for transformation (GO:0030420). The protein ClpC is the key switch between heat shock (including secretion stress) and competence regulation (Turgay et al., 1997). During stress, a three-protein complex of ClpC, MecA, and ComK is formed (Turgay et al., 1997). The bound central competence regulator ComK can no longer act as a transcription regulator, which prevents the establishment of competence (Turgay et al., 1997). According to our results, *clpC* undergoes significant differential expression during fermentation in both strains, but neither *comK* nor *mecA* had significant expression changes though both were expressed (Supplementary Table 4). 

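clpC (103572 to 106004 on the plus strand) increased from 26 h to 45 h with a logFC of 1.12 in the control strain (standard error 0.18, edgeR adjusted p = 4.5e-05), a call that was lost without tank MIX1505 (logFC 1.00), and of 1.43 in the +prsA strain (standard error 0.18, edgeR adjusted p = 6.7e-07). edgeR called 0 of the 16 tests for comK and 0 for mecA, with 3 and 4 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 of them. comK, from 1117109 to 1117687, was counted with at least 214 reads in every sample, and its logFC from 26 h to 45 h was -0.72 in the control and -0.24 in the +prsA strain. mecA, from 1229068 to 1229724, had at least 3080 reads, and logFCs of 0.29 and -0.48. Over a fixed list of 13 genes of chaperones and Clp proteins the medians for this step were 1.12 and 1.28 (fry adjusted p = 7.8e-05 and 2.6e-07), with 6 and 7 called over all annotations and 7 and 11 when adjusted over the list alone.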

Given that the molecular mechanism of the ClpC switch (i) is post-translational, (ii) does not directly impact the transcription levels of the involved genes, and (iii) involves a third factor, the analysis by pairwise comparison of expression levels cannot detect that specific interaction. Therefore, we complemented the expression analysis with protein-protein interaction (PPI) network analysis.

#### Protein–protein interaction network analysis

We retrieved PPIs from the STRING database for the *B. subtilis* strain 168. STRING provides a list of functional associations from multiple evidence channels, such as curated knowledge from known metabolic pathways and protein complexes, physical PPIs from lab experiments (e.g., pull-down assays), predicted interactions from text mining of the biomedical literature, or associations based on co-expression analysis (Szklarczyk et al., 2019). The resulting network of 4,774 high-confidence associations (confidence score >0.8) among 1,770 of the 1,791 differentially expressed protein-coding sequences was clustered into 201 protein clusters using MCL (Enright, 2002; Morris et al., 2011; Doncheva et al., 2019). In combination with the significant logFCs between the +prsA and control strains (Legeay et al., 2020), we manually inspected four clusters with interesting patterns regarding this study’s outset (Figure 4). These are described in the following sections below.

**FIGURE 4:**
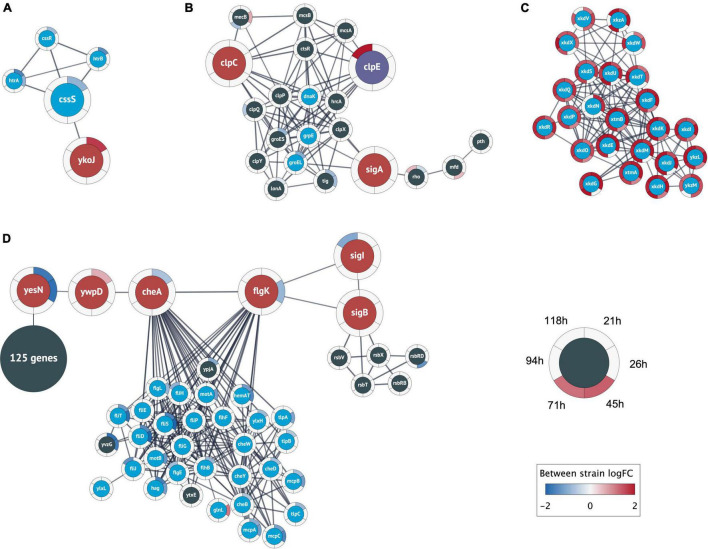
Relevant clusters of differentially expressed genes. Nodes represent protein coding genes and edges correspond to high-confidence protein interactions retrieved from STRING. The differential expression between strains is shown as rings around the nodes, where each ring contains the logFC values for each time point comparison in a blue-white-red color gradient (see figure legend). A high positive logFC is colored red and indicates a significantly larger expression in the +prsA strain compared to the control. Non-significant differential expression is shown as 0 logFC (white). The logFC color gradient was truncated at ±2. **(A)** The genes in this cluster include the central heat shock stress two-component system of CssRS and the proteases HtrAB (blue nodes). The cluster also contains the gene ykoJ of unknown function (red node) connected to the stress transducer CssS (large blue node). **(B)** This cluster contains the competence/heat shock switch protein ClpC (leftmost red node) and the universal sigma factor SigA (rightmost red node); SigA and ClpC share interactions with the tree heat shock proteins dnaK, grpE, and groEL (blue nodes). The cluster also contains ClpE (purple node) that had substantially higher expression in +prsA at timepoint 118 h (logFC ∼2.6). **(C)** The analysis found a cluster of 24 prophage or prophage-like genes that were closely interacting and had significantly higher expression in +prsA throughout the fermentation. **(D)** The largest cluster contains a “bottleneck” of high-confidence interactions at two genes of unknown function (yesN and ywqD) between 125 genes of various catalytic function (summarized as one node) and 29 chemotaxis genes (blue nodes) and the central chemotaxis signal protein CheA, the flagellar hook-filament FlgK, the general stress repose sigma factor SigB, and the RNA polymerase sigma factor SigI.

#### Two-component system

The first PPI cluster consists of the CssRS two-component system, including the involved proteases (see Introduction, Figure 4A). However, the cluster contains an additional association between the stress signal transducer CssS and YkoJ of unknown function. The *ykoJ* expression during secretion of a vaccine compound (beta-toxoid) positively depends on CssS (Nijland et al., 2007). In contrast, the expression during AMY might have a negative dependency with *cssS* being significantly lower expressed in +prsA on timepoint 21 h after fermentation start (logFC = −0.9, adjusted *p* = 8.5e-10) and *ykoJ* significantly higher (logFC = 1.7, adj. *p* = 1.2e-7). 

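cssS, from 3386398 to 3387753 on the plus strand, had 62.6 ± 5.6 CPM in +prsA and 111 ± 11 CPM in the control strain at 21 h (SD, n = 3), a logFC of -0.85 (standard error 0.21). It did not pass edgeR's screen over all tests (edgeR adjusted p = 1), and DESeq2 on the 36 samples called it with a logFC of -0.85. edgeR called it without tank MIX1500, with a logFC of -0.82, in a fit that also lacks the term of batch 1. ykoJ, from 1394776 to 1395288, had 49.6 ± 20.4 and 11.8 ± 3.2 CPM, a logFC of 1.72 (standard error 0.40, edgeR adjusted p = 0.0078). The ykoJ call was lost with every tank except MIX1500 left out, with logFCs from 1.37 to 1.99. Both differences depend on the batch term, since 1 of the 3 +prsA samples of 21 h lies in another batch. Over the fixed CssRS list of htrA, htrB, cssR and cssS, the median at 21 h was -1.12 with 0 of 4 higher (fry adjusted p = 0.0023). htrA was called by edgeR (logFC -1.51, edgeR adjusted p = 9.7e-04; lost with any tank except MIX1500 left out, logFCs from -1.64 to -1.38), and 3 genes when adjusted over the list alone. The call of the list was lost without tank MIX1501, MIX1502, MIX1504 or MIX1505 (medians between -1.16 and -0.98).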

To our knowledge, the association YkoJ-CssS has not been characterized in the context of AMY production.

#### Competence switch

The second cluster (Figure 4B) contains the above-described heat shock/competence protein switch ClpC (Turgay et al., 1997). The cluster also contains ClpC’ repressor CtsR (Derré et al., 1999) and the universal sigma factor SigA. Furthermore, SigA and ClpC share associations with the three heat shock proteins DnaK, RrpE, and GroEL. Although *mecA* was not detected as differentially expressed, the paralog *mecB* was, and it is part of this second cluster (Persuh et al., 2002). 

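In the annotation mecB is a synonym of clpC. The paralog of mecA with a name of its own is ypbH, from 2403506 to 2404090 on the minus strand. edgeR called ypbH from 26 h to 45 h in the control strain with a logFC of 0.72 (standard error 0.17, edgeR adjusted p = 0.0088), a call that was lost with every tank except MIX1501 left out (logFCs from 0.70 to 0.74), and from 45 h to 71 h in the +prsA strain with a logFC of -1.16 (edgeR adjusted p = 1.0e-05). Of the other genes of the cluster, clpP increased from 26 h to 45 h in both strains (logFC 1.75 and 1.52, edgeR adjusted p = 0.0015 and 0.0078), dnaK increased over this step in the +prsA strain (logFC 1.28, edgeR adjusted p = 1.3e-04) and sigA decreased from 45 h to 71 h in the +prsA strain (logFC -0.76, edgeR adjusted p = 0.0030). edgeR and limma-voom called 0 of the 16 tests for each of ctsR, grpE and groEL, where 5, 5 and 2 had an unadjusted p under 0.05 and DESeq2 on the 36 samples called 2, 1 and 2.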

*B. subtilis’* other two Clp-proteins ClpP and ClpE are also part of this cluster. ClpE had a significantly higher expression on timepoint 118 h in +prsA (logFC = 2.6, adj. *p* = 0.0005), which is relevant because ClpE destabilizes the functionality of the repressor CtsR (Miethke et al., 2006).

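clpE, from 1435628 to 1437727 on the minus strand, had 477, 177 and 3093 CPM in the 3 +prsA tanks MIX1500, MIX1501 and MIX1502 at 118 h, and 182, 238 and 192 CPM in the control tanks. The logFC was 2.61 and edgeR did not call it (edgeR adjusted p = 0.041), whereas DESeq2 on the 36 samples called it with a logFC of 2.62. The difference rests on tank MIX1502, without which the logFC was 0.68. Without tank MIX1500 or MIX1501 edgeR called it (logFCs of 3.00 and 3.12). From 26 h to 45 h clpE increased in both strains, with logFCs of 4.50 in the control strain (edgeR adjusted p = 1.5e-04) and 5.46 in the +prsA strain (edgeR adjusted p = 1.4e-05).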

#### Prophage genes

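The PBSX prophage genes are a fixed list of 35 genes from the annotation, all of which were tested. edgeR called 31 of them in at least 1 of the 6 tests between the strains, in 122 calls in all, each of them higher in +prsA, with logFCs from 0.91 to 2.43. DESeq2 on the 41 libraries called 33 genes in 168 calls, all higher, with logFCs from 0.80 to 3.72. The number of genes called by edgeR was 21 at 21 h, 26 at 26 h, 4 at 45 h, 20 at 71 h, 28 at 94 h and 23 at 118 h. Adjusted over the list alone, it was 33, 33, 25 (and 1 lower), 28, 32 and 30. The median logFC of the list was 1.66 at 21 h, 1.90 at 26 h, 1.00 at 45 h, 1.68 at 71 h, 1.78 at 94 h and 1.65 at 118 h, with fry adjusted p between 7.0e-06 and 0.0050. At 21 h the list lost its call without tank MIX1502 (median 1.54), and at 45 h it kept it only without tank MIX1501 (medians between 0.88 and 1.17). The mean log2 CPM over the genes at 21 h was 4.74 ± 0.32 in +prsA and 2.94 ± 0.23 in the control strain (SD, n = 3 tanks). In this mean every +prsA tank lay above every control tank at each timepoint. The list is wider than the cluster of the paper.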

A third cluster (Figure 4C) contains a set of tightly associated 24 PBSX prophage and prophage-like genes that were all significantly higher expressed in +prsA compared to control at various timepoints during the entire duration of the fermentation (logFC ∈ [0.9, 2.4], adj. *p* ∈ [2.6e-23, 9.2e-3]). PBSX, a defective *B. subtilis* prophage (Wood et al., 1990a), is known to be potentially heat-induced (Wood et al., 1990b), and they have a potential association with the level of lytic stress resistance (Buxton, 1980).

#### Potential cell motility regulation

Finally, the fourth cluster has an interesting pattern of associations involving many chemotaxis genes (Figure 4D). This cluster is structured into two separate interconnected components: On the one side, there are 29 chemotaxis proteins and on the other 125 protein-coding genes with various catalytic functions [116 of 125 (92.8%) genes are annotated in the general catalytic activity term GO:0003824]; however, both parts are connected by a backbone of associated genes. This backbone includes the central flagella motion frequency regulator CheA, the flagellar hook-filament FlgK, the general stress sigma factor SigB, the heat-shock protein sigma factor SigI, and the two partially characterized signal transducers YesN and YwspD (Fabret et al., 1999; Petersohn et al., 2001; Zuber et al., 2001; Asai et al., 2007; Mukherjee and Kearns, 2014). 

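edgeR and limma-voom called 0 of the 16 tests for cheA, flgK and sigI, where 6, 4 and 6 had an unadjusted p under 0.05, and DESeq2 on the 36 samples called 0. Between the strains both tools called 0 of the 6 tests for sigB, yesN and ywpD, where 1, 2 and 2 had an unadjusted p under 0.05, and DESeq2 on the 36 samples called 1 for yesN. DESeq2 on the 41 libraries called cheA, yesN and ywpD between the strains at 21 h. sigB increased from 26 h to 45 h in both strains, with logFCs of 1.93 in the control strain (edgeR adjusted p = 3.4e-07) and 1.05 in the +prsA strain (edgeR adjusted p = 0.0037), and decreased from 45 h to 71 h in the control strain with a logFC of -1.46 (edgeR adjusted p = 3.9e-04). The fixed list of 53 flagella and chemotaxis genes was lower in +prsA at 26 h, with a median logFC of -0.63 (fry adjusted p = 0.0056), 5 genes called over all annotations and 12 when adjusted over the list alone. At 21 h its median was -0.49 (fry adjusted p = 0.13). The fixed list of 13 genes of sigB and its regulators had a median of 0.27 at 21 h (fry adjusted p = 0.32), and was higher at 45 h than at 26 h in the control strain (fry adjusted p = 3.1e-04, median 0.17, 4 called over all annotations, 4 higher and 1 lower adjusted over the list alone).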

Interacting with SigB are five stress regulatory proteins induced by SigB (according to STRING annotations). Both YesN and YwsqD are described as histidine kinases, although the corresponding response regulator remains unknown (Fabret et al., 1999; Caspi et al., 2014; Zhu and Stülke, 2018; Geissler et al., 2021). Even if the regulators are unknown, the backbone has an interesting pattern of antagonistic logFC: (i) YesN is significantly lower expressed in +prsA on timepoint 21 h (logFC = −1.7, adj. *p* = 1.4e-6) and 26 h (logFC = −1.84, adj. *p* = 8.5e-5), (ii) YwspD is higher expressed in +prsA on 21 h (logFC = 0.6, adj. *p* = 0.0037), and (iii) CheA lower again on 21 h (logFC = −0.7, adj. *p* = 0.0025). 

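yesN, from 760452 to 761558 on the plus strand, had 16.1 ± 7.1 CPM in +prsA and 61.5 ± 0.8 CPM in the control strain at 21 h (SD, n = 3), a logFC of -1.63 (standard error 0.50, edgeR adjusted p = 0.12). At 26 h its logFC was -1.78 (standard error 0.44, edgeR adjusted p = 0.016), with 1 of the 3 control tanks at 123 CPM and the others at 41.0 and 25.0 CPM, and -0.85 without tank MIX1504. Without tank MIX1505 edgeR called it with a logFC of -2.16. The paper spells the other signal transducer in several ways, and it is taken here as ywpD, which is an assumption. ywpD, from 3742384 to 3743220, had a logFC of 0.72 at 21 h (standard error 0.22, edgeR adjusted p = 1), and cheA, from 1712815 to 1714833, one of -0.64 (standard error 0.25, edgeR adjusted p = 0.66). The signs were the same with each tank left out, between -1.81 and -1.47 for yesN, between 0.69 and 0.78 for ywpD and between -0.83 and -0.47 for cheA at 21 h. The 21 h differences depend on the batch term.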

The bottom-line is that the PPI analysis elucidates the tight associations between heat shock, competence transformation, cell motility, general stress response, and translation.

## Discussion

In this study, we investigated how PrsA over-expression in *B. subtilis* impacts the transcriptome during fed-batch alpha-amylase (AMY) fermentation. We carried out a temporally resolved RNA-seq study to analyze expression levels and regulation of biological processes with respect to secretion stress. We inspected a comprehensive set of coding and non-coding reference annotations and 542 novel potentially transcribed regions (NPTRs). The fermentation process strongly affects gene expression and we observe a large number of differentially expressed genes both between the strange and overtime: a total of 1,793 coding genes (67% of expressed genes), 234 NPTRs (66%), 68 putative ncRNAs (64%), 20 riboswitches (54%), 9 tRNAs (41%), and 3 sRNAs (33%) were differentially expressed. The PrsA over-expressing strain, which is consistent with prior descriptions had increased yield and reduced growth (Quesada-Ganuza et al., 2019), was observed to have a significant strain-specific differential expression for more than half of the transcribed genes. Subsequent in-depth analysis of regulated biological processes (Figure 3) and the PPI network of differentially expressed coding genes (Figure 4) shed light on the complex intertwined processes of stress pathways, core energy metabolism, and cell motility (Helmann et al., 1988; Márquez-Magaña et al., 1990; Storz and Hengge, 2010; Yan and Wu, 2019).

Concerning the NPTR, we assessed their potential to contain ORF relative to predictions that recalled 94.3% of known genes with high precision of 96.7%. A marginal fraction of these ORF overlap unannotated regions (Table 3). Therefore, our data do not suggest the presence of ORF in the NPTR, including those with detected differential expression in this dataset. Future investigation for potential conservation of RNA—let alone assessment of their biological function—requires RNA structure alignments that can have average sequence identities below 40% (Yao et al., 2006, 2007; Weinberg et al., 2010). We predicted the NPTR relative to a reference transcript annotation that integrates a comprehensive set of annotation databases and resources (Nicolas et al., 2012; Caspi et al., 2014; Geissler et al., 2021; Pedreira et al., 2022). Among these resources is SubtiWiki, an active community effort that comprehensively collects previously identified coding and non-coding genes (Zhu and Stülke, 2018). Therefore, we consider the NPTR to extend beyond known transcribed regions.

### Amino acid and energy metabolism

The observation of the potentially downregulated ATP biosynthesis in the +prsA strain surprised us: (i) The AMY hypersecretion is stressful and energy-intensive for the cells (Song et al., 2015). (ii) It has been hypothesized that ATP might be required for PrsA chaperone activity (Yan and Wu, 2017). (iii) The reduction of ATP levels can also increase the general stress response of *B. subtilis* (Haldenwang, 1995; Petersohn et al., 2001; Yan and Wu, 2019). The potential downregulation of ATP biosynthesis in the +prsA strain seems counterintuitive because the strain has both lower stress and higher yield than the control (Quesada-Ganuza et al., 2019). However, the reduced ATP biosynthesis might be due to the impact of the hypersecreted AMY and over-expressed PrsA on amino acid metabolism. Contrary to the evolutionary energetic adaption of the amino acid composition for secreted proteins (Smith and Chapman, 2010), the four amino acids tryptophan, asparagine, aspartic acid, and lysine are over-represented in the AMY and PrsA proteins (Table 2). Although the specific metabolism processes for these four amino acids were not detected as significantly regulated during fermentation (Figure 3), more general amino acid processes (e.g., transport) or biosynthetic processes for other amino acids (arginine and histidine) were significantly over-represented by regulated genes. On the one hand, the upregulation of arginine synthesis and related transport mechanisms improves osmotic stress resistance (Du et al., 2011; Zaprasis et al., 2015), which in turn is beneficial to AMY production in *B. subtilis* (Zhao et al., 2018). On the other hand, the over-represented amino acids might explain the reduced ATP biosynthesis. (i) Tryptophan is the amino acid with the highest biosynthetic cost in *B. subtilis*, with a 42.9% higher cost than the second most costly amino acid (phenylalanine) (Akashi and Gojobori, 2002). (ii) The biosynthesis, in particular for costly amino acids, diverges intermediate metabolites from ATP biosynthesis (Akashi and Gojobori, 2002). In the case of tryptophan, the intermediate metabolites have already diverged from glycolysis, which also impacts the downstream citrate cycle (Kanehisa and Goto, 2000; Akashi and Gojobori, 2002). However, a more definite inspection to confirm the regulation of the amino acids and ATP metabolism would require an investigation of concentrations of the individual metabolites with for instance metabolomics.

### Cell wall destabilizing processes

The over-expression of PrsA is known to lead to reduced cell growth and cell lysis (Quesada-Ganuza et al., 2019). It was suggested that protein-protein interactions of specific PrsA protein domains are causal for these phenotypes (Quesada-Ganuza et al., 2019). Our data suggest that, on a transcription regulatory level, the PrsA-over-expressing stain has both increased polysaccharide catabolism and reduced polysaccharide biosynthesis. We hypothesize that this strongly contributes to cell wall breakdown, which leads to detrimental phenotypes. Therefore, investigating the associated differentially expressed genes could potentially be the outset to trace back the causality chain of why their regulation changes, and as a path forward to finding candidates that stabilize cell walls and increase yields. Furthermore, the PPI network analysis highlighted 24 tightly associated PBSX prophage and prophage-like genes (Figure 4C) that might be decisive in unraveling the PrsA over-expression lysis phenomena (Buxton, 1980; Quesada-Ganuza et al., 2019), particularly due to the heat-induced (and thus secretion stress-related) expression of the PBSX genes (Wood et al., 1990b).

### Stress and cell motility

The protein-protein interaction network analysis resulted in four clusters of proteins that we found to be relevant to this study’s outset (Figure 4). These were the genes of the CssRS two-component secretion stress response in one cluster (Figure 4A), while the known ClpC regulatory switch and its associations with secretion stress, competence transformation, and associations with the universal sigma factor SigA belong to another cluster (Figure 3B; Turgay et al., 1997). Furthermore, the analysis provided a large cluster (Figure 4D) of cell motility-related genes, which is consistent with the large number of proteins involved in regulating bacterial motility (Rajagopala et al., 2007). A closer inspection of the latter cluster suggests that the proteins YesN and YwsqD might have a signaling role in balancing between cell motility and 125 genes that are annotated to have various metabolic catalytic functions, e.g., the phosphogluconate dehydrogenase. To our knowledge, the potential relationship between cell motility and AMY fermentation has not been elucidated so far, although a potential hypothesis could be that the signaling facilitates the regulation of flagellar cell motility to escape from the stress region (Helmann et al., 1988; Márquez-Magaña et al., 1990; Yan and Wu, 2019). Nevertheless, a follow-up study is needed to verify cell motility regulation during AMY production.

### Conclusion

In conclusion, our transcriptome study highlights the expression dynamics of secretion stress during fed-batch AMY fermentation. The comparison of expression levels in a PrsA over-expressing strain to a control strain showed differential expression for nearly half of the transcribed genes. A wide variety of upregulated and downregulated biological processes is related to energy and amino acid metabolism. Also, the data shows potential associations of the cell lysis phenomenon of PrsA over-expression with the stress response and cell motility. Overall, these results identify genes and biological processes, which are affected during fermentation and by the overexpression of PrsA and provide a starting point for future genetic modification of *B. subtilis* for improved yield.

## Data availability statement

The genomic sequences and RNA-seq data were deposited in the GEO database (GSE189556). The expression coverages are presented as a browser for interactive investigation (http://rth.dk/resources/bsg/prsa). The annotations of the BSGatlas are accessible at https://rth.dk/resources/bsgatlas/. The additional putative ncRNA annotations are part of the supplementary information of Nicolas et al. (2012). The RNA-seq data were processed with a reproducible pipeline located at doi: 10.5281/zenodo.4534403.

## Author contributions

AG conducted the entire computational analysis and wrote the manuscript. LP extracted the RNA. ND contributed to the analysis and methodology design of the PPI network. CA contributed to the discussion of the expression analysis. EG-T contributed to the writing in the early stage. AB prepared the bacterial strains. LJ contributed to the discussion of gene clustering, enrichment analysis, and PPI network analysis. SES, CH, JV, and JG supervised the work. JG and AG made the study design. JG was the main project coordinator. All authors read and approved the manuscript.

# Supplementary material for: The impact of PrsA over-expression on the Bacillus subtilis transcriptome during fed-batch fermentation of alpha-amylase production
**Source:** Front Microbiol. 2022 Aug 4;13:909493. doi: 10.3389/fmicb.2022.909493
**Supplement:** Supplementary file 1

## Supplementary Figures

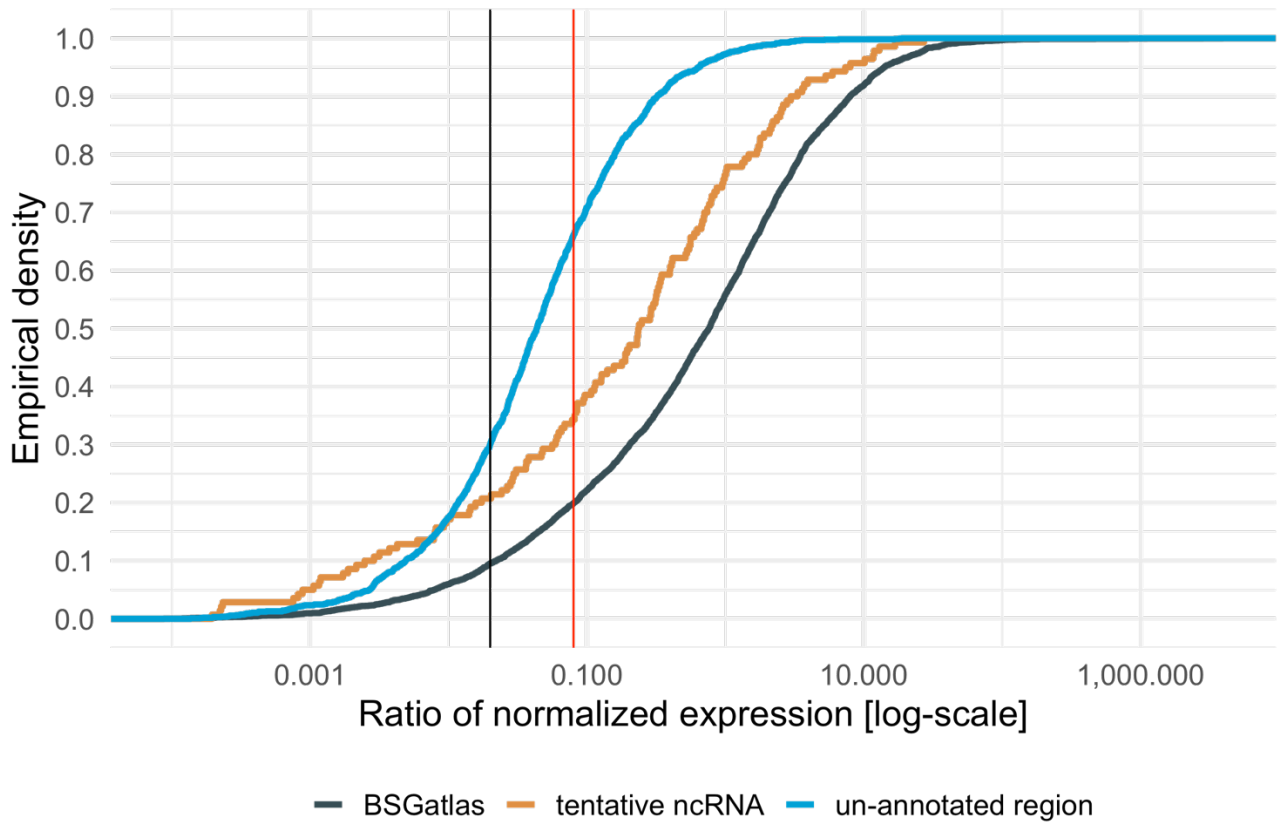

**Figure S1. Expression in Un-Annotated Regions** Gaps between annotations, the un-annotated regions, might still harbor valuable expression signals. In order to select a minimal expression level cutoff, the ratios of DESeq2 normalized expression relative to the length were inspected for the known annotations. The un-annotated regions (blue, listed in Table S3) were inferred when considering available annotations from the BSGatlas (black) and the additional putative ncRNA (orange, see manuscript). The figure shows the cumulative empirical density for the ratios. With the 50 bp read lengths in mind, the black vertical line indicates a one-fold coverage and the red line a four-fold coverage of an annotation.

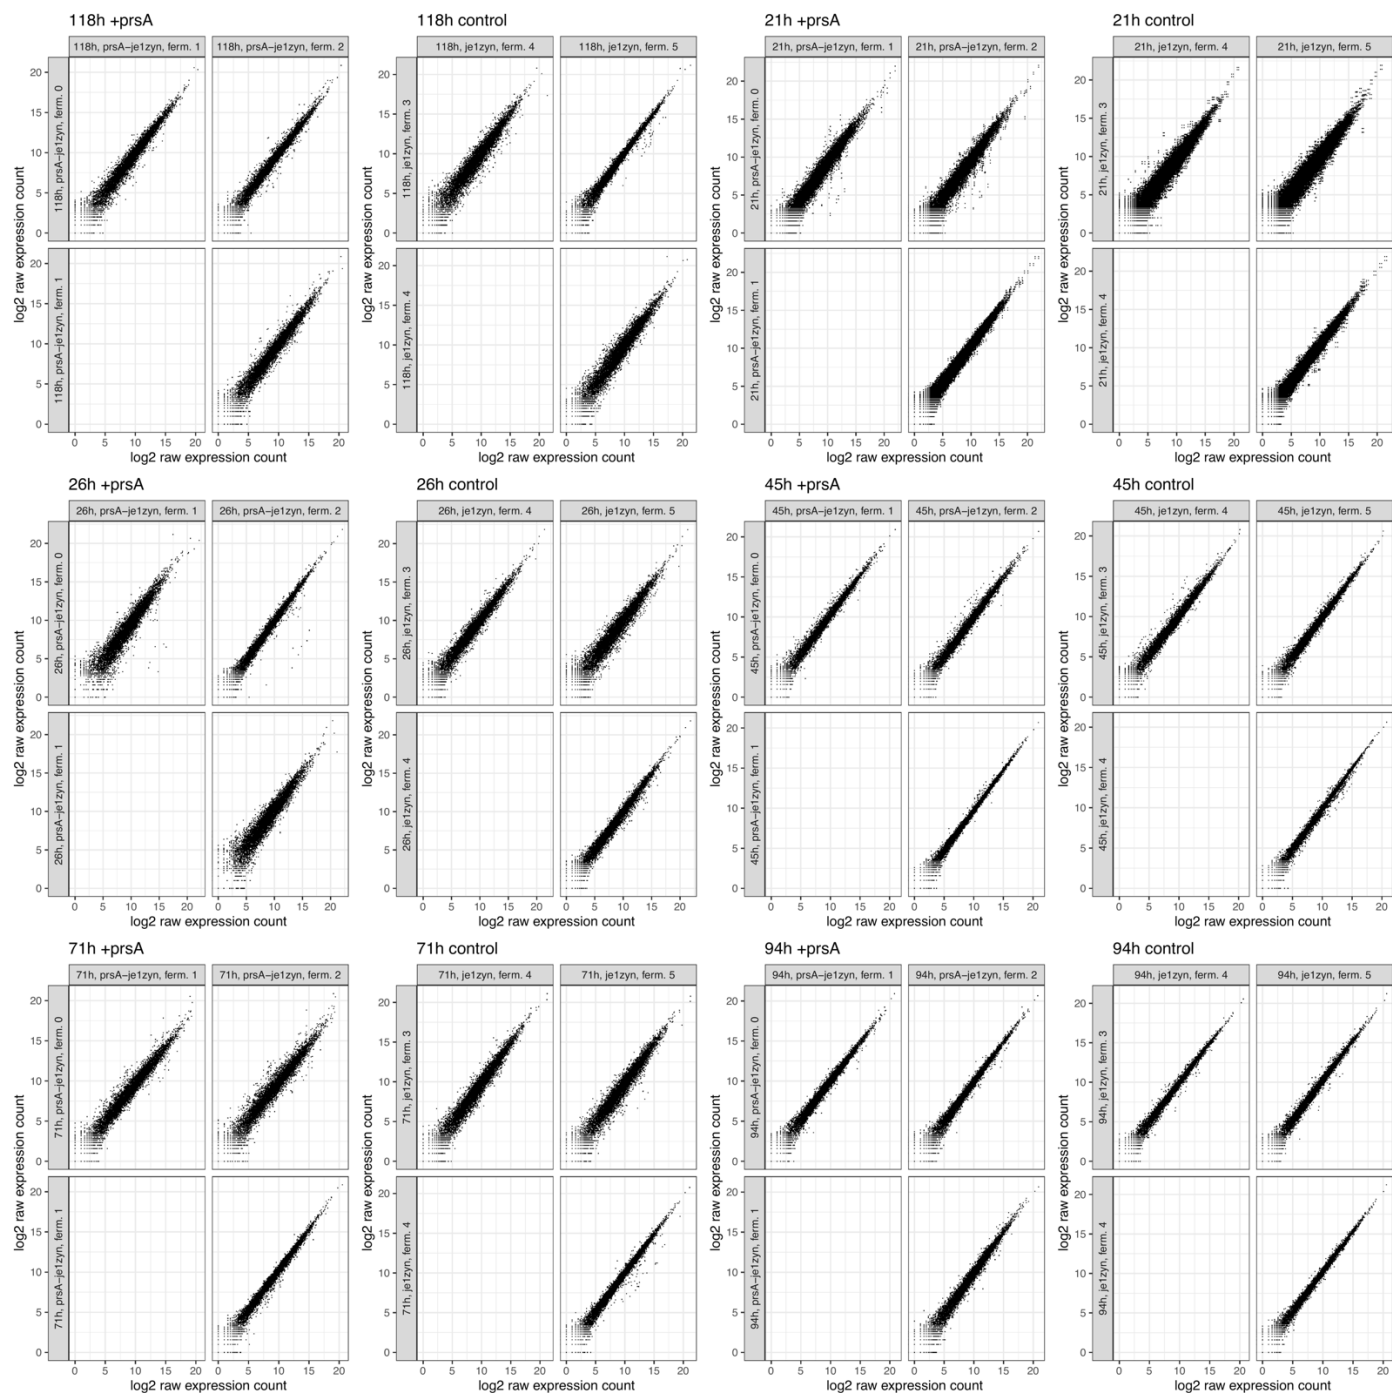

**Figure S2. Expression Scatterplot.** For each timepoint and strain condition, shown are the scatterplots between the triplicate samples in a timepoint+strain condition (sub-panels). The biological replicates are numbered ferm. 1 through 6 (columns and rows). The scatterplots are relative to the raw log<sub>2</sub>-transformed expression counts without further normalization.

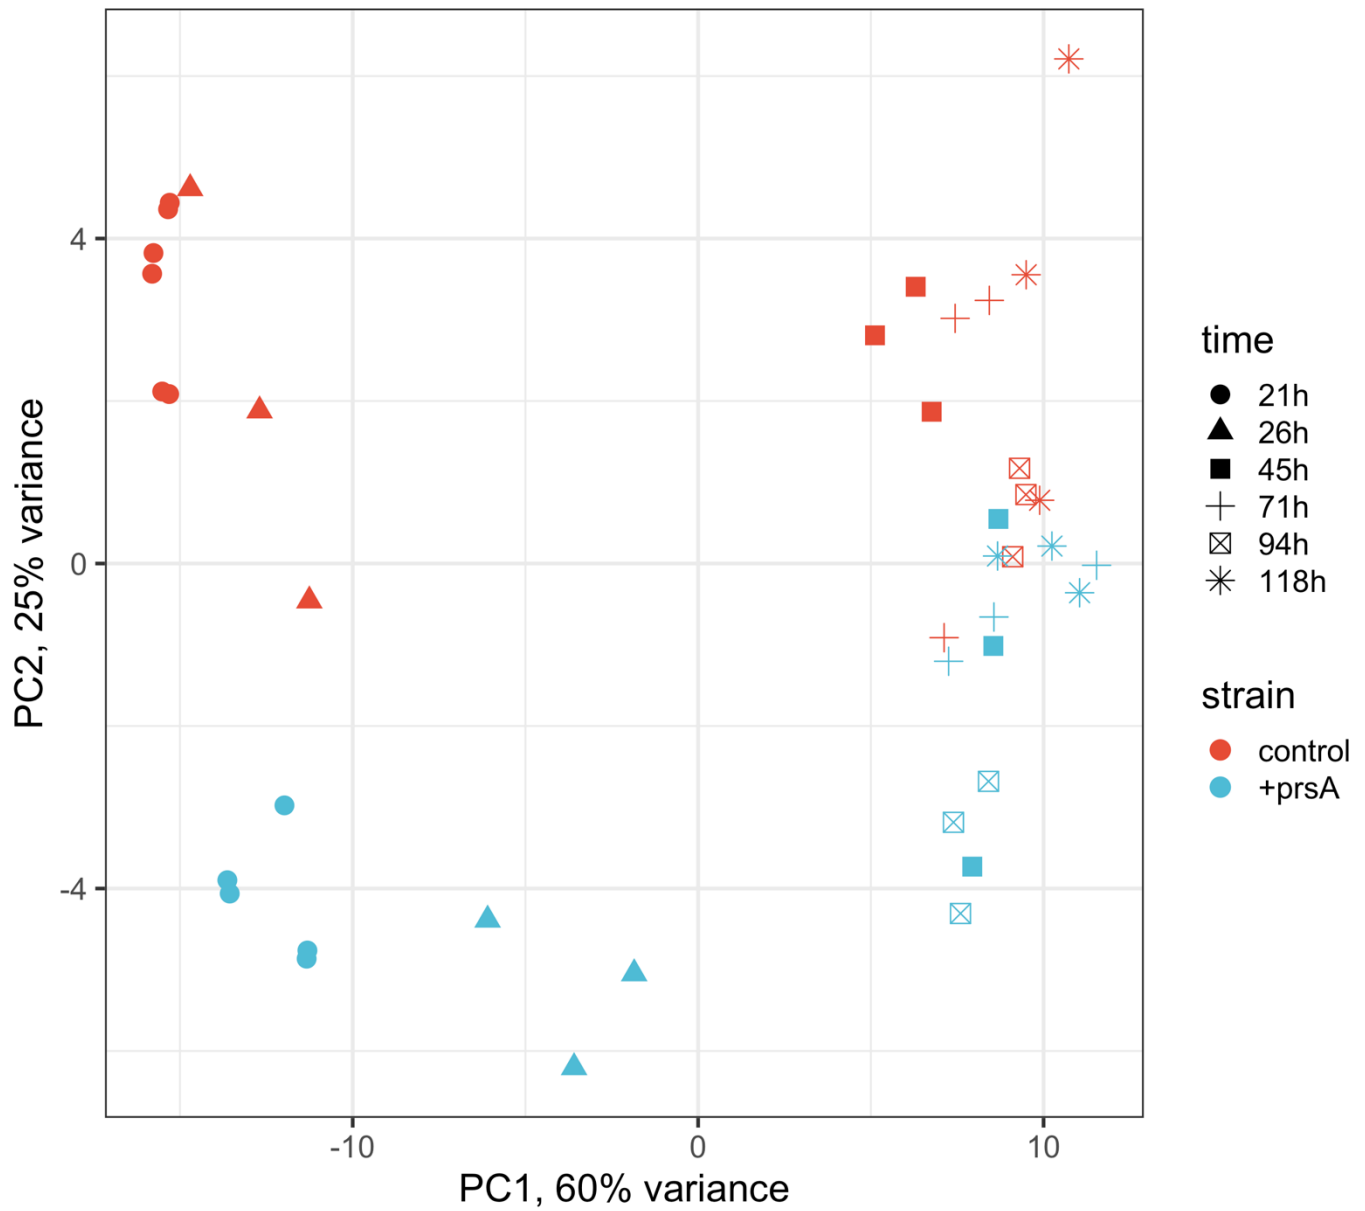

**Figure S3. PCA of libraries.** The PCA shows the RNA-seq libraries for the top 100 genes by expression variance after blind regularized log transformation (DESeq2). No differential expression was conducted for this figure. The shape indicates the timepoint at which a sample was taken (see legend) and the color distinguishes the control strain (red) and the PrsA over-expressed strain (blue).

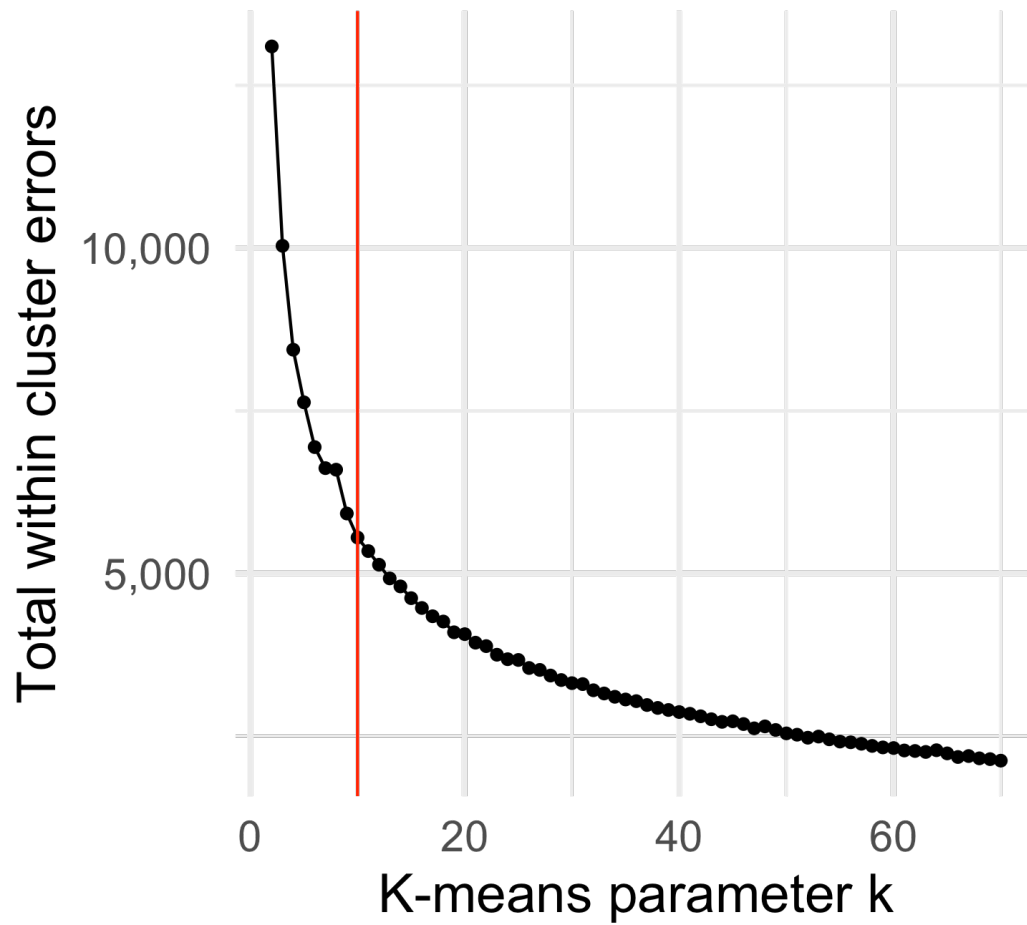

**Figure S4. K-means Clustering.** After differential expression analysis, genes with similar expression levels (according to their log expected expression, Table S5) were clustered together with k-means. The parameter was selected (red line) according to the elbow plot which shows the total within-cluster errors for all possible  $k=2\dots70$ .

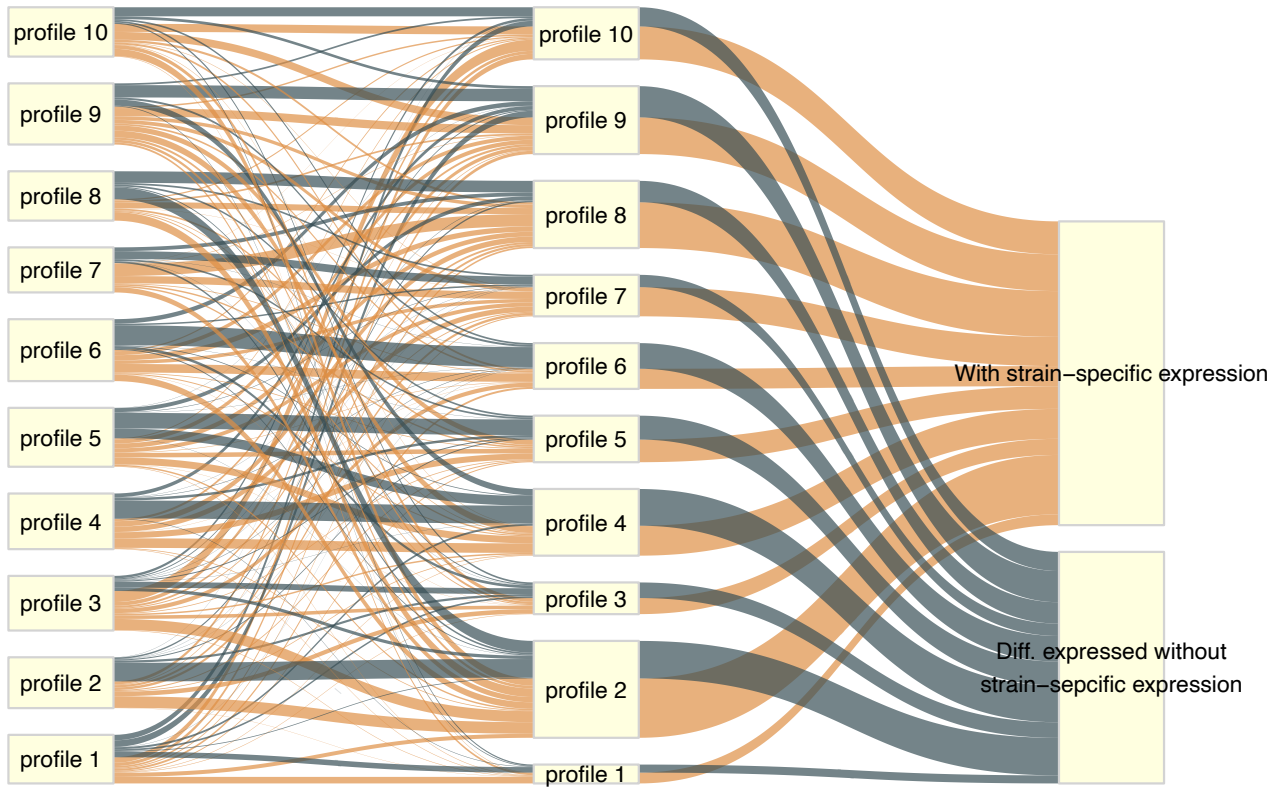

**Figure S5. Sankey.** The differential expression analysis revealed which genes had strain-specific expression patterns (Table 2). Based on the mean expression levels clustering (Figure 2), this Sankey plot shows the expression profiles that the differentially expressed genes with strain-specific expression patterns (orange) and those without (blue) had.

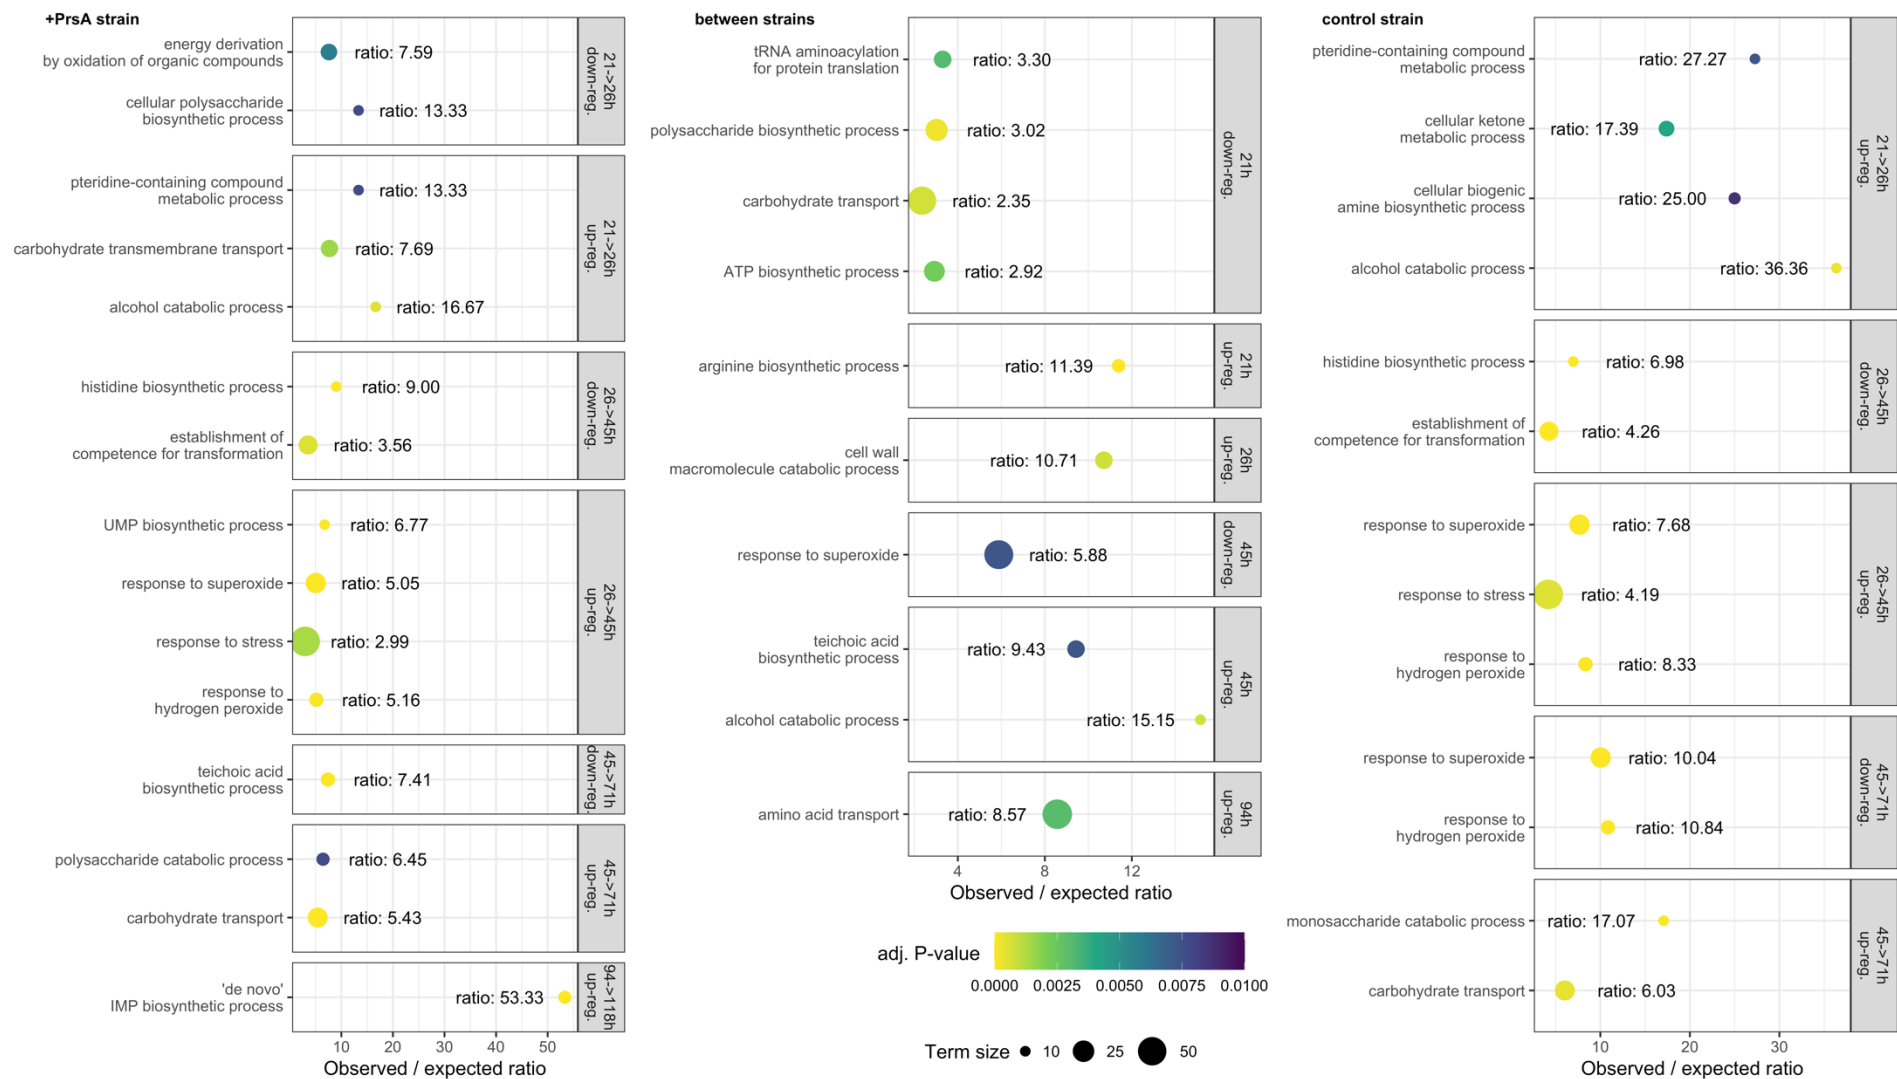

**Figure S6. Over-represented biological processes.** For each pairwise differential expression analysis (Fig 1 C), the regulated biological processes were detected via over-representation analysis (see methods). The over-represented regulated processes during fermentation of the +prsA strain (left), the control strain (right), and those with differences between the strains (middle) are shown per test with a point that scales with the background size of the process (see methods). The color corresponds to the FDR adjusted P-value of over-representation. The x-axis is the ratio of observed regulated genes to those expected by chance (term size over the number of up- or down-regulated genes in pairwise test).

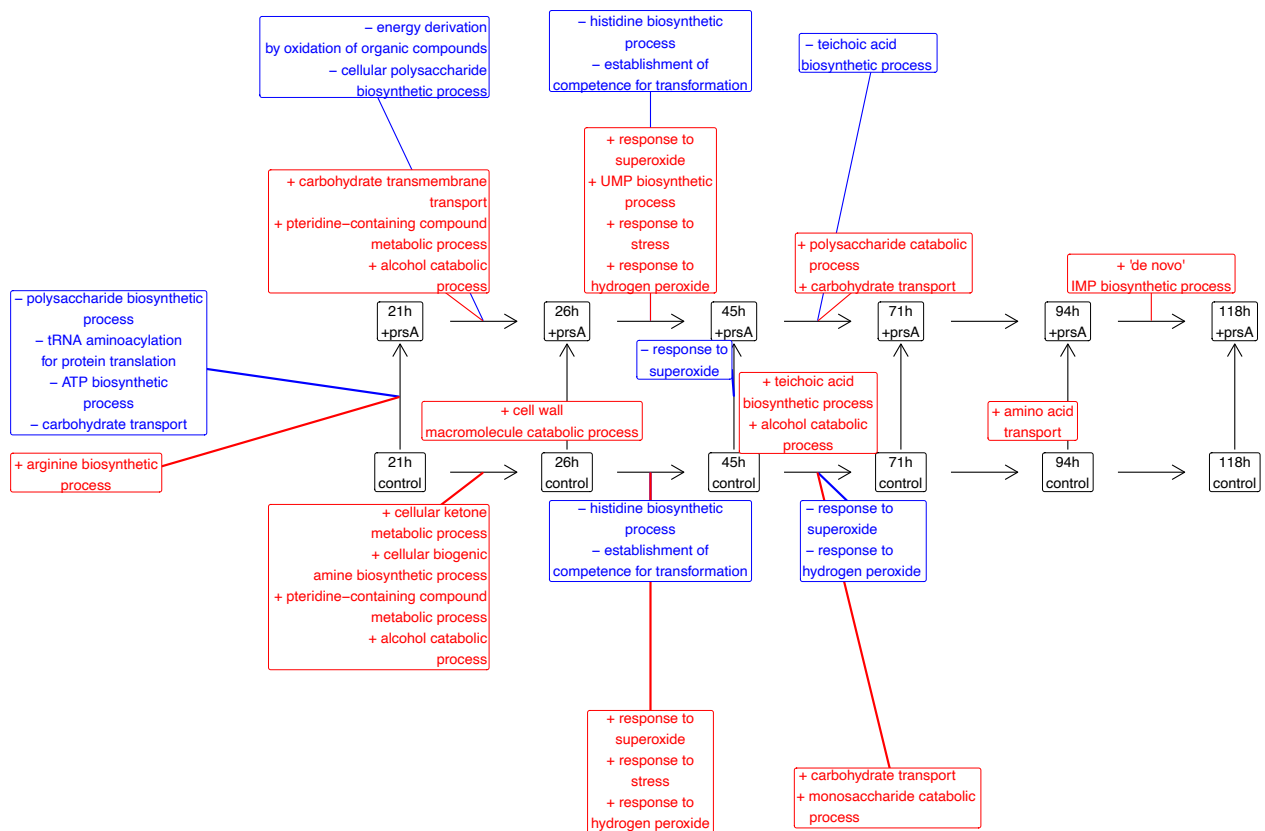

**Figure S7. Enriched biological processes.** Shown are the GO biological processes that were over-represented by either all up- (red, plus sign) or down-regulated (blue, minus sign) genes differentially expressed in one of the pairwise comparisons (arrows). The up- and down-regulations are in the direction of the arrows, *e.g.*, the “ATP biosynthetic process” was over-represented by gene upregulated in the +prsA strain at the first timepoint.

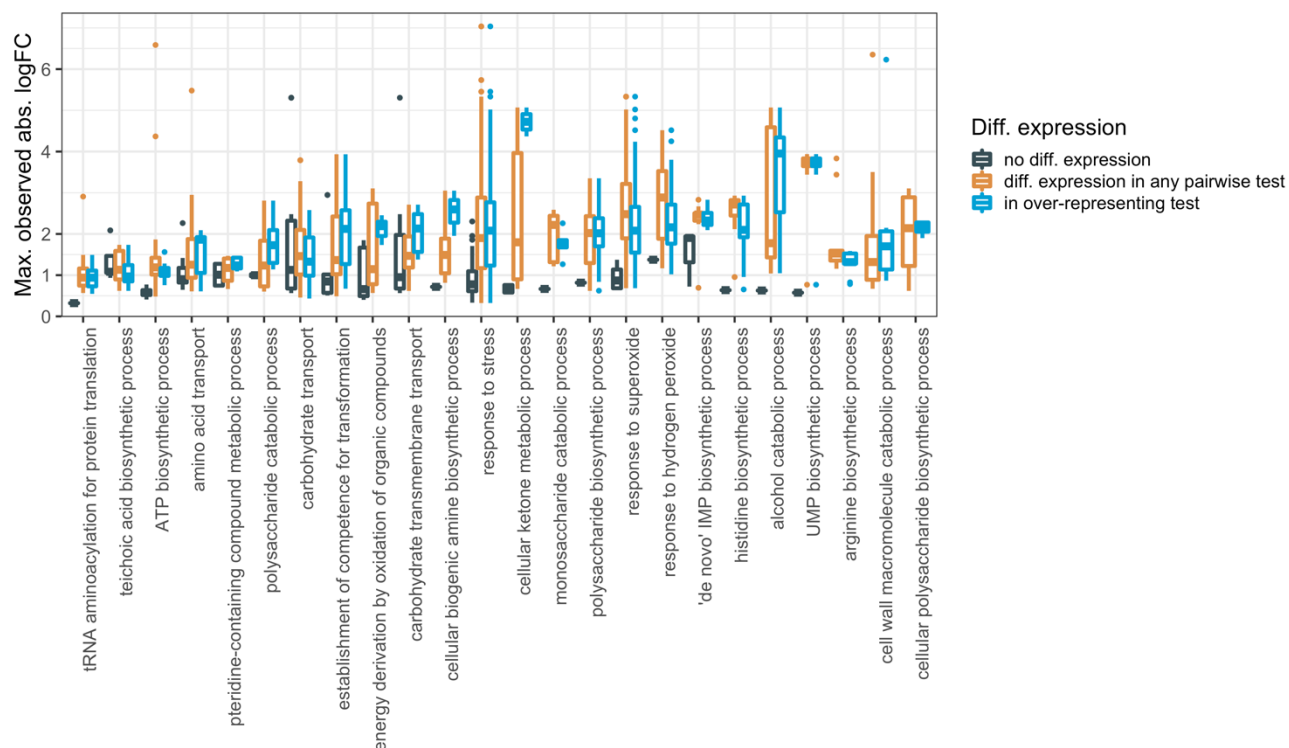

**Figure S8. Comparison of logFC in over-represented processes.** For each of the over-represented biological processes from Figure S7 (x-axis), the boxplots shows the distribution of absolute logFCs (y-axis) for genes that are part of the respective processes in three different cases: In the first case, the logFCs relates to those observed in the pairwise test which was over-represented in the respective process (blue). Second, the distribution relates to the maximal differentially expressed logFC for any pairwise test (orange). Lastly, the shown logFCs are the maximum observed for genes for which differential expression was not detected (black).

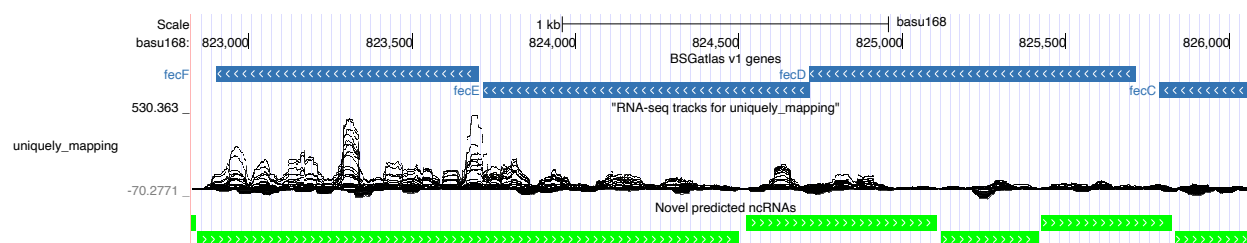

**Figure S9. Fragmentation of read coverage based-ncRNA prediction.** Shown is a genome browser snapshot of the region S257, which is anti-sense located to the fecCDEF genes (blue). The normalized RNA-seq coverage signal of this study is shown underneath the genes. At the bottom, green bars indicate predicted ncRNA according to a pipeline that uses the coverage signal (Geissler et al). Due to drastic drops in the coverage signals, the S257 region is covered by 6 distinct predicted regions, although this region has been described to be transcribed as one (Nicolas et al, 2012).

# Supplementary material for: The impact of PrsA over-expression on the Bacillus subtilis transcriptome during fed-batch fermentation of alpha-amylase production
**Source:** Front Microbiol. 2022 Aug 4;13:909493. doi: 10.3389/fmicb.2022.909493
**Supplement:** Supplementary file 1

>Synthetic AMY JE1

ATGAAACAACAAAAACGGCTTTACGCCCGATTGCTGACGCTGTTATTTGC

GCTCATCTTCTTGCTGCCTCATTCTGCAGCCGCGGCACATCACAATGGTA

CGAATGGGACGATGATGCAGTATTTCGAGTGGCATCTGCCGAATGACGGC

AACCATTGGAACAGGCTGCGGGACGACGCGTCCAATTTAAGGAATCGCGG

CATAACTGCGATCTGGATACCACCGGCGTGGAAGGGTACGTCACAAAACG

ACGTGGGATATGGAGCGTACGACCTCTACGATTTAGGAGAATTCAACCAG

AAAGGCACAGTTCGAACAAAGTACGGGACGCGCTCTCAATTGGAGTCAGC

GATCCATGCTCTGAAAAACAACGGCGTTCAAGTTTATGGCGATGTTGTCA

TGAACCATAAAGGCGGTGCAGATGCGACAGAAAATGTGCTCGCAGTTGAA

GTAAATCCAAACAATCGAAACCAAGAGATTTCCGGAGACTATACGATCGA

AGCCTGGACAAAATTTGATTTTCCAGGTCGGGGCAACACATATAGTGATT

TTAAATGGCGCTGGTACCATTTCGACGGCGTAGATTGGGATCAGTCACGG

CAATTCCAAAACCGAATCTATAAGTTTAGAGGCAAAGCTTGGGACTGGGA

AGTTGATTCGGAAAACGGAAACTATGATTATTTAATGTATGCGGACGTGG

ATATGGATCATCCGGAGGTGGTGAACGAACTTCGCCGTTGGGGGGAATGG

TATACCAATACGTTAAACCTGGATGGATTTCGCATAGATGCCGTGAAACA

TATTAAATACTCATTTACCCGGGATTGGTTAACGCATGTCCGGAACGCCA

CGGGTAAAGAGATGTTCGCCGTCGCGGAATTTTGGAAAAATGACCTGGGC

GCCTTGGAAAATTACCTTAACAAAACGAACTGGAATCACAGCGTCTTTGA

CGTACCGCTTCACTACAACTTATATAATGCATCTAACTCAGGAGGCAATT

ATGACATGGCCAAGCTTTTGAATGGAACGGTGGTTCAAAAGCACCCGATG

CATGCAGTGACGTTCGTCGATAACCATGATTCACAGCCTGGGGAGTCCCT

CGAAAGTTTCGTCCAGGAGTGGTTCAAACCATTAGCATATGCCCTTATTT

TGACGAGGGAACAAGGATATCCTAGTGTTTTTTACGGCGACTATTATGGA

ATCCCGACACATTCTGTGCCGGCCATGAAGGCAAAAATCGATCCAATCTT

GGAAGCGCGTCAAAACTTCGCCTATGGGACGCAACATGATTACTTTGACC

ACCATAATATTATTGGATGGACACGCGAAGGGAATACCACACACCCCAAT

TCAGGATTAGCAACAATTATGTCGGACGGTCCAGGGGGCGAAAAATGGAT

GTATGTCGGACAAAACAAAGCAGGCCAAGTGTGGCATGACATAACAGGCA

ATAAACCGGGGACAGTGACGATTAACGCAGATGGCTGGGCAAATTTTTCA

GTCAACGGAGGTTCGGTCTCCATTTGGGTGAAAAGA

>Synthetic PrsA insert

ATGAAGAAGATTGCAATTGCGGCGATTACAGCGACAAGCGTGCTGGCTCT

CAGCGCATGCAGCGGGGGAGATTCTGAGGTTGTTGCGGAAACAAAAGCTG

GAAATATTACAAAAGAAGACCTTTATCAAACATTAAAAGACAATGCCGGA

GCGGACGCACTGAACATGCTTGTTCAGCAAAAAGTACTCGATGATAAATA

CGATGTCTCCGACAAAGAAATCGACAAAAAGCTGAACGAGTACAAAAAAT

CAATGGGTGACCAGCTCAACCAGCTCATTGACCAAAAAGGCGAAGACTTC

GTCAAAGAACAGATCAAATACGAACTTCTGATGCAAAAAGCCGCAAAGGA

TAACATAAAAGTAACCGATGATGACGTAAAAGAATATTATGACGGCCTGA

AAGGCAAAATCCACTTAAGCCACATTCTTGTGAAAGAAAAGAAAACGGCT

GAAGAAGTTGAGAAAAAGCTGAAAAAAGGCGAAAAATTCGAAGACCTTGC

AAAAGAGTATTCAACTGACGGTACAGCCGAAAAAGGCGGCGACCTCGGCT

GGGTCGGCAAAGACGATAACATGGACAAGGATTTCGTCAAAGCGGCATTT

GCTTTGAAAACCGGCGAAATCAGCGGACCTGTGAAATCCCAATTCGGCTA

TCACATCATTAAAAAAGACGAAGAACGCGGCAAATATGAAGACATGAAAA

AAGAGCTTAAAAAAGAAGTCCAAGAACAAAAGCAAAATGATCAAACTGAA

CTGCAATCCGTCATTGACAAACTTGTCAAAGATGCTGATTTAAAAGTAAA

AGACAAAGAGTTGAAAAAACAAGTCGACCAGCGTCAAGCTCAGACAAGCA

GCAGCAGC

How the deposited data were processed for this re-analysis (not part of the article)

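The data are RNA-seq counts of an amylase-producing strain of Bacillus subtilis with an additional copy of prsA (+prsA) and of its control strain, each grown in 3 fed-batch fermentation tanks and sampled at 21, 26, 45, 71, 94 and 118 h. The 36 samples were sequenced in 41 libraries, since the 21 h samples of 5 tanks were run on 2 occasions. Strain, tank, timepoint and sequencing batch were taken from the labels of the libraries. As the authors describe in the methods, the counts were made before deposition by trimming the reads with Trimmomatic, mapping them with Segemehl to the genome sequence of the respective strain and counting uniquely mapping reads with at least 50% overlap with featureCounts on annotations lifted over from the reference assembly ASM904v1. The deposited values are raw counts per annotation, whole numbers without normalization. They cover genes, operons, putative ncRNAs from a tiling-array study, unannotated regions and the inserted genes. The coordinates of the annotations and of the unannotated regions are deposited as annotation files in base pairs. Operon entries, which contain the genes, and untranslated regions were not used here.

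The 2 runs of a sample were summed. The libraries hold between 9175684 and 25489454 counted reads with a median of 20247656. The annotations used are coding sequences, non-coding RNAs, riboswitches, putative ncRNAs, the 542 unannotated regions that the study kept in Supplementary Table 3 and the AMY gene. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr over the 12 combinations of strain and timepoint, glmQLFit and glmQLFTest), with a mean for each combination and a term for the 3 sequencing batches, which left 22 residual degrees of freedom and a prior of 4.895. The count of the prsA insert entered no fold change, since the control genome lacks it. Tests were made in stages: an F-test over the 12 combinations with 11 degrees of freedom at a Benjamini-Hochberg FDR of 0.01, followed by 16 pairwise tests (6 between the strains and 10 along time) with Holm's correction in its stage-wise form, called at 0.01. The tests along time compare samples of the same 3 tanks, and the model has no block for tank. As a check, the correlation within tanks was estimated with limma at 0.1118. Whether a time step differs between the strains was tested for each of the 5 steps, with a Benjamini-Hochberg adjustment over all annotations of the step.

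Tables were prepared and figures drawn in Python 3.11.15. Over-representation of GO terms as directly annotated, with cellular components and molecular functions among them, was tested with Fisher's exact test (one-sided) for terms with at least 10 tested genes, adjusted over the combinations with at least 2 times the expected number as in the study, in place of the topGO method of the study, which needs the hierarchy of terms. The 3302 tested coding sequences with a GO annotation were the background. The terms of energy derivation by oxidation of organic compounds, cellular biogenic amine biosynthesis and cell wall macromolecule biosynthesis that the paper names, and 2 terms on ketone and monosaccharide metabolism, were not analysed here, as no tested coding sequence carries them directly. The fixed gene lists were tested with fry of limma 3.58.1 on voom values with the same design, adjusted over all lists and tests, and with camera with an estimated correlation. These lists are the PBSX, SP-beta, skin and ICEBs1 elements, ribosomal proteins, the nad operon and its neighbours, ATP synthase, the tricarboxylic acid cycle, glycogen, arginine, histidine, tryptophan, purine and pyrimidine biosynthesis, aminoacyl-tRNA synthetases, teichoic acid and D-alanylation, the peroxide and superoxide response, competence, chaperones and Clp proteins, CssRS, flagella and chemotaxis, and the regulators of sigma B. Of the 24 ICEBs1 genes 0 were among the tested annotations, so that list was written but not tested. Lists of the SOS response and of the remaining genes of the lia operon were written after the results for PBSX, liaH and liaI were seen.

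Mean coverage of unannotated regions was computed with the size factors of DESeq2 1.42.0 over the 41 libraries, with 4 reads per 50 bp as the limit. Principal components used log2 CPM of the 100 most variable annotations. Expression profiles were grouped with k-means into 10 clusters on the fitted means, scaled per strain. The amino acid shares of AMY and PrsA were computed from the inserted sequences alone. ORF predictions and the composition of the whole genome were not computed here.

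The tests, the fixed gene lists, the rule for the genes named in the text and the alternatives were set before the data were examined, except where another order is given. The rule takes every gene that the results of the paper name with a measured value or a statement of differential expression, and for each of the 6 tests between the strains the 3 annotated genes with the largest absolute logFC among those called and with every +prsA sample on the same side of every control sample. The values of the paper for its named genes were known when the rule was written. amyE, srfAC, aprE, sigF, pel and rpoE, which the paper also mentions, were not analysed here.

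The alternatives were RLE normalization, no filter on low counts, DESeq2 on the 36 samples and on the 41 libraries (Wald tests after a likelihood ratio screen, with independent filtering), edgeR on the 41 libraries and with the first run only, no batch term, tank as a fixed block for the tests along time, limma-voom with tank as a random effect and without a block, leaving out each of the 6 tanks in turn, annotated features only, an adjusted p of 0.05, a Benjamini-Hochberg adjustment per test and a minimum logFC of 1, with further settings for the coverage limit, the clusters, the principal components and the gene sets. Where leaving out a tank made a batch term inestimable, that term was dropped. Leaving out the 26 h library of +prsA tank MIX1501, ranks within 1 strain and ranks per base of coding length were added later, after values were seen. Counts of annotations past the threshold were called unchanged when within 1.5 times.

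The procedure was tested on simulated data with known changes. Of 100 annotations with a simulated log2 difference of 1 between the strains at 26 h, 9 were called, and of 100 with a difference of 2, 62 were called, with median estimates of 1.05 and 2.016. No called change had the wrong sign, and 0 of 4790 unchanged annotations were called at 26 h, with 1 in any of the 16 tests. DESeq2 called 97 of the 200 changed annotations and limma-voom 75. In the simulated data, changes of 1 on the log2 scale were therefore mostly missed by the stage-wise test at 0.01. Only the 200 changed annotations, each in 1 of the 12 groups, could be expected to pass the screen there. The stage-wise correction is stricter the fewer annotations pass, so the share found can be higher in the real data.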

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

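Of the tests given here, those of a single tank, for the time step and for gutB, lplA, lplB and S1298, were chosen only after the results were seen.

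For 2 annotations the change from 21 h to 26 h differed between the strains by edgeR's test of the difference itself, at an FDR of 0.01 over 5024 annotations. They are bceA and bceB, with differences (+prsA change minus control change) of -3.21 and -2.88 on the log2 scale. At an unadjusted p under 0.05 there were 344. The count was 5 without tank MIX1500, 1 without tank MIX1501, 1 without tank MIX1502 and 0 without tank MIX1503. DESeq2 on the 36 samples called 6 and limma-voom 4. The 21 h samples lie in batch 1 apart from that of tank MIX1500, so the step depends on the batch term; without it 3 annotations were called. In the 9 other splits of the tanks into 3 and 3, edgeR called 0 annotations for this step, but 10 splits cannot give a share under 0.1, so the splits alone cannot exclude chance. No biological explanation was tested.

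For 76 annotations the change from 26 h to 45 h differed between the strains by the same test, 50 with a higher and 26 with a lower change in +prsA. At an unadjusted p under 0.05 there were 987. The largest differences were 5.55 for wapI, 5.05 for lplB, 4.41 for lplA, 3.82 for wapA, 3.75 for lplD and -3.53 for liaI. The values were -3.23 for gutB, -3.15 for liaH and 2.86 for bceA. lplD was chosen after its value was seen. A single tank as the whole cause is argued against, since the lowest count with 1 tank left out was 27 (without tank MIX1502). The count was 57 without tank MIX1500, 35 without tank MIX1501, 43 without tank MIX1503, 38 without tank MIX1504 and 39 without tank MIX1505, and between 27 and 44 of these annotations were among the 76. The sign of the difference was the same for all 76 with each tank left out. All samples of this step lie in 1 sequencing batch, and without the batch term the count was 73. DESeq2 called 210 annotations on the 36 samples and limma-voom without a block 67, and with tank as a fixed block edgeR called 135. The largest count in the other splits of the tanks was 0, but 10 splits alone cannot exclude chance. A response of the +prsA strain at a different time than in the control strain stays open as an untested explanation.

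Some genes that the paper does not discuss were higher in +prsA. gutB at 26 h had a logFC of 3.40 (3.395 before rounding; edgeR adjusted p = 9.5e-06), with 40.8 ± 4.13 CPM in +prsA and 3.87 ± 1.32 CPM in the control strain (SD, n = 3 tanks each). At 45 h lplB had a logFC of 2.65 (2.647; edgeR adjusted p = 5.1e-06), with 44.5 ± 11.6 CPM against 7.10 ± 2.24 CPM. lplA at 45 h had a logFC of 2.48 (2.484; edgeR adjusted p = 4.1e-04), with 18.2 ± 3.08 CPM against 3.25 ± 1.20 CPM. In each case the tanks of the strains did not overlap, with +prsA higher. Chance gives no overlap, in either direction, in 10% of cases for a single gene, and the rule that named these genes asks for it. lplA and lplB were lower in +prsA at 21 h (logFCs of -3.12 and -2.60) and at 26 h (-1.93 and -2.40). The putative ncRNA S1298 had few reads. At 94 h its counts were 17, 8 and 14 in the +prsA tanks and 0, 1 and 0 in the control tanks, and at 118 h they were 17, 7 and 10 against 0, 2 and 0. The fitted logFCs were 4.84 at 94 h (edgeR adjusted p = 0.0013) and 3.94 at 118 h (edgeR adjusted p = 0.0064), and they depend on the prior count. The ratio of the summed counts was 40.9 at 94 h (95% interval for counting error from 6.92 to 1656) and 18.3 at 118 h (4.70 to 157).

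A single tank does not account for these differences. The smallest of the 5 logFCs with any tank left out was 2.247, that of lplA without tank MIX1504. The calls of gutB and lplB remained with each tank left out (logFCs from 3.14 to 3.57 and from 2.41 to 2.85), and that of lplA was lost without tank MIX1502 (logFC 2.34). S1298 at 94 h lost its call without tank MIX1502, MIX1503 or MIX1505 (logFCs of 4.75, 4.44 and 4.34). At 118 h its call was lost with each tank left out, without tanks MIX1500 to MIX1505 in order at logFCs of 3.58, 4.18, 3.99, 3.45, 6.495 and 3.44, and also with DESeq2 on the 36 samples (4.19), the first run alone (3.92) and no batch term (3.94). Both strains were sequenced in 1 batch at each of these timepoints. Length and GC content are the same for a gene in both strains. Other technical explanations were not tested for these genes. An effect of the additional prsA copy stays open as a hypothesis and was not tested.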

How the results depend on the processing

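Leaving out the 26 h library of +prsA tank MIX1501 and the ranks within 1 strain or per base of coding length were chosen after values were seen. A count is called unchanged within 1.5 times. Over the alternatives chosen in advance, 480 counts and main values were unchanged, 187 moved and 7 changed sign. For the values of single genes, terms and lists, 1653 kept their direction and their side of the threshold, 170 lost their call, 90 gained a call and 13 changed sign. For each result below that changed, the cause was not tested, apart from those named.

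The calls were least affected by normalization and filter. With RLE normalization 952 of the 968 annotations remained among 972 calls, and 85 of 87 gene values were unchanged. Without a filter on low counts 955 of them remained among 955 calls, and all 87 gene values were unchanged. With the first run only 935 remained among 948 calls, with 5 of 87 gene calls lost. With annotated features only 819 remained among 847 calls, a setting that removes the unannotated regions, and all 82 gene values were unchanged.

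DESeq2 on the 36 samples called 1622 annotations and 1365 coding sequences, with 693 and 591 of them strain-specific. It called 293, 359, 149, 63, 85 and 136 annotations between the strains from 21 h to 118 h. Along the time axis it called 44 (21 h to 26 h), 230 (45 h to 71 h), 3 (71 h to 94 h) and 99 (94 h to 118 h) in the control strain, and 134 (21 h to 26 h), 575 (26 h to 45 h), 416 (45 h to 71 h) and 20 (94 h to 118 h) in +prsA. For 6, 210, 13 and 2 annotations the step differed between the strains (21 h to 26 h, 26 h to 45 h, 45 h to 71 h and 94 h to 118 h). Of 87 gene values it left 72 unchanged, with 13 calls gained and 2 lost.

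With the 41 libraries as separate samples DESeq2 called 2067 annotations and 1729 coding sequences, with 1167 and 980 strain-specific. Between the strains the counts were 815, 404, 179, 75, 95 and 168. Along time they were 69, 677, 264, 4 and 153 in the control strain and 151 (21 h to 26 h), 661 (26 h to 45 h), 465 (45 h to 71 h) and 33 (94 h to 118 h) in +prsA, and the step differed between the strains for 45, 242, 21 and 2 annotations (all steps but 71 h to 94 h). edgeR on the 41 libraries gave 772 strain-specific annotations, 651 of them coding, 565 calls between the strains at 21 h, 42, 3 and 39 calls in the control strain for the steps from 21 h, 71 h and 94 h, and 8 in +prsA from 94 h to 118 h. The step differed between the strains for 17 annotations from 21 h and for 143 from 26 h. For the runs as separate samples a cause was tested. DESeq2's calls rose 2.78 times between the strains at 21 h, where the repeated runs lie, and by a median of 1.15 times in 11 tests without 21 h samples and with at least 10 calls, but from 21 h to 26 h it rose 1.13 times in +prsA and 1.57 times in the control strain.

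Without the batch term 589 annotations were strain-specific, 505 of them coding. There were 359 calls between the strains at 21 h, 238 in the control strain and 164 in +prsA from 21 h to 26 h, and 13 and 23 from 71 h to 94 h. From 21 h to 26 h in the control strain nadA changed sign (0.41), as did nadC (1.33), and between the strains at 21 h the median of the tricarboxylic acid cycle list did (-0.11). The shares with different profiles were 85.6% and 49.6% for strain-specific and other annotations.

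The samples of a tank along time come from 1 culture, so tank was also tried as a block. limma estimated a correlation of 0.1118 within tanks. Over 36 pairs of samples of a tank at 26, 45, 94 and 118 h, the correlation of their differences from the means of their groups had a median of 0.0509, with a range from -0.536 to 0.560, and 14 were over 0.1. A tank lies within 1 strain, so a fixed block for tank was fitted to the tests along time only. It gave 34, 2 and 41 calls in the control strain for the steps from 21 h, 71 h and 94 h, 116 and 7 in +prsA for those from 21 h and 94 h, and 135 annotations whose step from 26 h to 45 h differed between the strains, and it changed none of the 33 calls of single genes along time. limma-voom with tank as a random effect gave 2 and 23 calls in the control strain from 71 h and 94 h, 7 in +prsA from 94 h, and 4 and 119 annotations with a step from 21 h and 26 h that differed between the strains. Without a block it gave 4 for the step from 21 h.

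At an adjusted p of 0.05 edgeR called 1767 annotations and 1480 coding sequences, with 771 and 656 strain-specific. Between the strains it called 328, 391, 170, 67, 93 and 162, along time 51, 663, 255, 4 and 121 in the control strain and 166, 630, 456 and 22 in +prsA (all steps but 71 h to 94 h), and the step differed between the strains for 298 annotations from 26 h and 7 from 45 h. With a Benjamini-Hochberg adjustment per test, edgeR's calls were 0 in the control strain from 21 h to 26 h and from 94 h to 118 h and 0 in +prsA from 94 h to 118 h (380, 1262 and 391 at an unadjusted p under 0.05; 10, 14 and 4 called with the stage-wise test), and 565 in +prsA from 26 h to 45 h. With a minimum logFC of 1 the count in +prsA from 94 h to 118 h was 2.

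Without TMM normalization the logFC of AMY between the strains was -0.1298 at 26 h and -0.0117 at 94 h. With the calls of DESeq2 on the 41 libraries 43 terms were over-represented in 84 combinations, without the batch term 45 in 74, and with calls at 0.05 the combinations numbered 76. camera with an estimated correlation called 0 terms, 0 combinations (235 of 3760 at an unadjusted p under 0.05) and 0 list results (47 of 336 at an unadjusted p under 0.05), where fry called 41. At 1 read per 50 bp 1135 unannotated regions passed, and at 8 reads 323. With 8 clusters the shares with different profiles were 71.1% and 40.1%. The first principal component of the 500 most variable annotations held 57.2% of the variance. Over the +prsA samples alone the PrsA insert was 8th. Without the 26 h library of +prsA tank MIX1501 there were 19 calls in the control strain from 21 h to 26 h and 24 from 94 h to 118 h, and the logFC of AMY at 26 h was -0.1291.

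With 1 tank left out, fewer samples remain, and where this left 2 tanks in a group their spread was pooled with that of all groups. Values are given for tanks MIX1500 to MIX1505 in order. The differentially expressed annotations numbered 964.0, 637, 529, 683, 803 and 732 (coding sequences 814, 537, 461, 572, 670 and 612), and of the 968 there remained 741, 576, 521, 637, 672 and 690. Strain-specific were 294, 237, 163, 179, 280 and 256 (coding 259, 212, 150, 164, 246 and 220). Calls between the strains were 145, 54, 24, 65, 87 and 99 at 21 h, 156, 142, 123, 105, 143 and 163 at 26 h, 49, 41, 33, 51, 32 and 47 at 45 h, 35, 37, 23, 17, 31 and 32 at 71 h, 44, 45, 32, 39, 29 and 29 at 94 h, and 45, 90, 34, 34, 91 and 33 at 118 h. In the control strain the steps gave 212, 4, 3, 3, 3 and 14 (21 h to 26 h), 440, 377, 314, 278, 251 and 287 (26 h to 45 h), 108, 89, 75, 28, 63 and 75 (45 h to 71 h), 1, 0, 0, 0, 0 and 3 (71 h to 94 h), and 14, 6, 2, 1, 74 and 1 (94 h to 118 h). In +prsA they gave 85, 61, 33, 81, 69 and 64, then 278, 131, 171, 340, 340 and 309, then 141, 92, 53, 171, 200 and 166, then 0, 0, 0, 0, 0 and 14, and 3, 1, 1, 10, 5 and 4. The step differed between the strains for 5, 1, 1, 0, 2 and 2 annotations from 21 h to 26 h and for 57, 35, 27, 43, 38 and 39 from 26 h to 45 h.

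With 1 tank left out, in the same order, fry called 43, 25, 24, 32, 29 and 23 list results, and 51, 26, 33, 39, 38 and 39 combinations of term and test were over-represented. Different profiles were found for 81.3%, 74.7%, 72.4%, 81.0%, 67.1% and 84.0% of the strain-specific and 49.9%, 52.5%, 42.6%, 45.2%, 44.7% and 51.9% of the other annotations. The logFC of AMY at 26 h was 0.0065, -0.1301, 0.1168, 0.0956, 0.0034 and -0.0652, at 71 h 0.2086, 0.0638, -0.1581, 0.1286, -0.0329 and 0.0461, and at 118 h 0.001866, -0.0856, -0.1365, -0.0769, -0.0981 and -0.0246. Between 112 and 121 of the 141 single values were unchanged (of 140 without tank MIX1502). From 21 h to 26 h in the control strain nadA ranged from -6.305 to 0.4299 and nadC from -6.09 to 1.354, and between the strains at 26 h nadC ranged from -0.4956 to 7.561 and safA from -0.2148 to 6.852, with the other sign without tank MIX1500. flgK at 21 h ranged from -0.2821 to 0.05741, with the other sign without tank MIX1501, MIX1504 or MIX1505. The tricarboxylic acid cycle list ranged from -0.1025 (without tank MIX1500) to 0.4508 from 21 h to 26 h in +prsA, and from -0.04011 to 0.1001 between the strains at 21 h, with the other sign without tank MIX1502 or MIX1505.

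Other groupings of the samples were tried with edgeR. In 60 random assignments of the 36 samples to the 12 groups (the actual assignment is 1 of them), no other gave as many annotations as the 968 and the largest other count was 99, so chance is excluded for this count. For all further counts the splits alone cannot exclude chance, since 3 samples against 3 make 10 splits and the share is never under 0.1. Of the 10 splits of the tanks only the actual 1 gave as many strain-specific annotations (360, at most 25 in another split), as many calls between the strains at each timepoint from 21 h to 118 h (150, 204, 73, 36, 54 and 63, at most 3, 8, 0, 3, 0 and 25) and as many gene lists (18, at most 1). For the steps from 45 h on edgeR called 0 annotations whose step differed between the strains (626, 343 and 116 at an unadjusted p under 0.05; DESeq2 on the 36 samples called 13, 0 and 2, limma-voom 0), which all 10 splits reached. Of the 10 splits of 2 timepoints of the control strain only the actual 1 reached the count for the steps from 21 h (10, at most 7 in another split), 26 h (419, at most 5), 45 h (107, at most 6) and 94 h (14, at most 12), and all 10 reached edgeR's 0 calls from 71 h (53 at an unadjusted p under 0.05). In +prsA this was 1 split from 26 h (374, at most 4 in another) and from 45 h (235, at most 7), 2 splits from 94 h (4 in both), and all 10 from 71 h (0 calls with edgeR, DESeq2 and limma-voom on the 36 samples, 204 with edgeR at an unadjusted p under 0.05), where another split gave 50. From 21 h to 26 h 2 splits reached the 72 calls. The other gave 190, and the cause was not tested. It puts the 21 h samples of tanks MIX1501 and MIX1502 with the 26 h library of tank MIX1501 against the other 3. These 21 h samples are the only +prsA samples of batch 1, and that library had the lowest mean correlation with its group. Batch and that library cannot be told apart here. With 1 +prsA sample of 21 h in batch 2, the step cannot be tested within a batch. The 72 calls come from the model with the batch term. In 4 of the 10 splits along time all 3 tanks are parted, as in the actual 1, and the others keep both samples of some tanks together. In the 3 others that part all tanks the largest counts were 0, 0, 5, 0 and 1 for the steps of the control strain and 5, 1, 1, 2 and 0 for those of +prsA.

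The simulated data changed few annotations, which makes the stage-wise correction stricter, so they can understate what 3 tanks per group allow. Of 100 annotations with a simulated log2 difference of 1 at 26 h edgeR called 9, and of 100 with a difference of 2 it called 62. Over all annotations together, the chi-square statistic per degree of freedom had a median of 1.36 between runs of 1 sample and of 172 between tanks, so the spread between tanks exceeds the counting error in these sums, which abundant annotations dominate. Few reads limit coxA and S1298, and the 365 of 5389 annotations under the filter were not tested. The amino acid composition of all coding genes and the ORF predictions were not run.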

Differences from the paper's values

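Leaving out the 26 h library of +prsA tank MIX1501 was chosen only after values were seen. All other alternatives named in this part were set before the data were examined. Annotation types other than coding sequences were counted under both DESeq2 settings only.

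For the annotations considered, the counts here were 4063 coding sequences (the paper's 2674), 542 NPTRs (the paper's 355), 230 putative ncRNAs (the paper's 107), 83 riboswitches (the paper's 37), 72 tRNAs (the paper's 22) and 20 sRNAs (the paper's 9). They differed under DESeq2 with 41 libraries (4235, 542, 261, 92, 79 and 29) and with 36 samples (4236, 542, 261, 92, 79 and 28), and no alternative came within 1.5 times of the paper's counts.

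For differentially expressed annotations the total was 968 (the paper's 2127). It did not differ with DESeq2 on 36 samples (1622) or 41 libraries (2067), with edgeR on 41 libraries (1448) or at an adjusted p of 0.05 (1767). It differed with RLE normalization (972), no filter (955), the first run only (948), no batch term (1347), tank as a fixed block (1018, tests along time only), limma-voom with tank as a random effect (1060) or without (906), annotated features only (847), an adjustment per test (1297), a minimum logFC of 1 (816) and each tank left out (529 at the lowest). For coding sequences the count was 811 (the paper's 1791). It did not differ with DESeq2 on 36 samples (1365) or 41 libraries (1729), with edgeR on 41 libraries (1215) or at 0.05 (1480), and it differed with RLE normalization (816), no filter (800), the first run only (797), no batch term (1118), the fixed block (849, tests along time only), limma-voom with (871) and without (759) tank, annotated features only (805), an adjustment per test (1084), a minimum logFC of 1 (682) and each tank left out (461 to 814).

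By type, differentially expressed were 113 NPTRs (the paper's 234), 35 putative ncRNAs (the paper's 68), 7 riboswitches (the paper's 20), 0 tRNAs (the paper's 9) and 1 sRNA (the paper's 3). With DESeq2 on 41 libraries the counts of 239, 63, 21, 8 and 3 did not differ from the paper's. With DESeq2 on 36 samples the counts of 189 NPTRs, 50 putative ncRNAs and 2 sRNAs did not differ, and those of 13 riboswitches and 2 tRNAs did.

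For strain-specific coding sequences the count was 312 (the paper's 1026). It did not differ with DESeq2 on 41 libraries (980). It differed with RLE normalization (316), no filter (303), DESeq2 on 36 samples (591), edgeR on 41 libraries (651), the first run only (303), no batch term (505), limma-voom with (315) and without (285) tank, annotated features only (313), at 0.05 (656), with an adjustment per test (358), a minimum logFC of 1 (265) and each tank left out (150 to 259). Strain-specific were also 36 NPTRs (the paper's 123), 10 putative ncRNAs (the paper's 38), 2 riboswitches (the paper's 10), 0 tRNAs (the paper's 7) and 0 sRNAs (the paper's 2). The counts of 127, 38, 10, 7 and 2 with DESeq2 on 41 libraries did not differ from the paper's, and those of 79, 16, 5, 1 and 1 with DESeq2 on 36 samples did.

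By mean expression AMY was 3rd (rank 3, the paper's 5). The rank did not differ with DESeq2 on 41 libraries or without tank MIX1500, MIX1501 or MIX1503 (4 each), and it differed with RLE normalization, without TMM normalization and without tank MIX1502, MIX1504 or MIX1505 (3 each). The PrsA insert had rank 17 (the paper's 34). This did not differ without tank MIX1500 (24), MIX1501 (23) or MIX1502 (24), and it differed with RLE normalization (17), without TMM normalization (20), with DESeq2 on 41 libraries (18) and without tank MIX1503 (13), MIX1504 (13) or MIX1505 (14). Of the unannotated regions, 33.31% passed 4 reads per 50 bp (the paper's 20%), and the 542 regions that the study kept are 33.13% of the 1636 counted. The alternatives were computed for the number of regions, which was 545 and did not differ from the paper's.

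Among single genes, the logFCs of the paper that were compared here did not differ, and that of the PrsA insert was not compared. Some genes the paper calls were not called with edgeR on 36 samples. For the fall of nadA and nadB from 21 h to 26 h in the control strain the values were -6.21 (adjusted p = 0.19) and -6.53 (adjusted p = 1). DESeq2 on 41 libraries called both (-6.18, adjusted p = 0.0025, and -6.50, adjusted p = 0.004), and without the batch term the values were 0.41 and -0.20. The higher values of nadB, nadC, safA and coxA in +prsA at 26 h, and their rise from 26 h to 45 h in the control strain, had logFCs from 6.07 to 7.44 with an adjusted p of 1. Both DESeq2 settings and edgeR on 41 libraries called all of them, and no batch term all but nadC at 26 h. The rise was also called without tank MIX1500, for nadB and safA with limma-voom and tank, and for safA without tank as well. Without the 26 h library of +prsA tank MIX1501, a setting chosen after the values were seen, all 8 were called, and 68 of the 968 annotations lost their call.

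The paper calls cssS lower in +prsA at 21 h. The logFC was -0.85 (adjusted p = 1), called with both DESeq2 settings, edgeR on 41 libraries, no batch term and without tank MIX1500. It calls clpE higher at 118 h. The logFC was 2.61 (adjusted p = 0.041), called with both DESeq2 settings and without tank MIX1500 or MIX1501. It calls yesN lower at 21 h and 26 h. The logFCs were -1.63 (adjusted p = 0.12), called with DESeq2 and edgeR on 41 libraries and no batch term, and -1.78 (adjusted p = 0.016), called with both DESeq2 settings, edgeR on 41 libraries and without tank MIX1505. ywpD, to which the paper's spellings of a signal transducer are taken here to refer, at 21 h (0.72, adjusted p = 1) was called with DESeq2 and edgeR on 41 libraries and no batch term, and cheA at 21 h (-0.64, adjusted p = 0.66) with DESeq2 on 41 libraries. flgK, sigB and sigI, which the paper names in its network, had 0 calls between the strains with edgeR over the 6 timepoints (2, 1 and 3 at an unadjusted p under 0.05), 0 with DESeq2 on 36 samples and 0, 0 and 1 with DESeq2 on 41 libraries.

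Of the processes that the paper reports, some were not over-represented here. DESeq2 on 41 libraries called IMP biosynthesis in +prsA from 94 h to 118 h (adjusted p = 2.5e-13), carbohydrate transport at 21 h (5.7e-07), in the control strain from 45 h (1.3e-06) and in +prsA from 21 h (7.0e-05), carbohydrate transmembrane transport in +prsA from 21 h (0.00335), arginine biosynthesis at 21 h (6.6e-08), tRNA aminoacylation at 21 h (0.00336) and polysaccharide biosynthesis at 21 h (7.0e-05). With calls at 0.05 edgeR called IMP, arginine biosynthesis, tRNA aminoacylation and carbohydrate transport from 45 h. Without the batch term it called arginine and polysaccharide biosynthesis, tRNA aminoacylation and carbohydrate transport from 45 h, and without tank MIX1500 arginine biosynthesis. Teichoic acid biosynthesis at 45 h, polysaccharide catabolism at 21 h and carbohydrate transmembrane transport in the control strain from 45 h were called under no setting. The ATP term had 9 genes, under the limit on term size, and an adjusted p of 1 with a limit of 5 genes. The UMP and pteridine terms had 1 gene each and were not tested. Cell wall catabolism was called with edgeR at 21 h and had an adjusted p of 0.0104 with DESeq2 on 41 libraries.

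The paper proposes lower energy derivation in +prsA from 21 h to 26 h. The medians were 0.40 for the tricarboxylic acid cycle list and -0.64 for the ATP synthase list. The caption of a supplementary figure gives ATP synthesis as higher in +prsA at 21 h, and the paper's text as lower. The median of the ATP synthase list was -0.92. The paper places the shift of its expression profiles between 45 h and 71 h. The largest step was from 26 h to 45 h in 6 of 10 clusters, from 45 h to 71 h in 3 and from 21 h to 26 h in 1. The paper states that in each type at least every other differentially expressed annotation was strain-specific. The shares were 28.6% to 38.5% here in types with more than 5 such annotations, and 47.6% to 87.5% with DESeq2 on 41 libraries. The paper's share of atlas annotations at 1 read per 50 bp may mean those at 1 read or more, or those below 4 reads. The shares here were 89.6% at 1 read or more and 79.2% at 4 or more. In the paper's table of predicted ORFs the column of ORF lengths holds the length of the whole region in 18 of 18 lines, and its coordinates give 108 to 546 bp.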

Other observations

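Chosen only after the results were seen were the tests of the whole strain, of a batch and of the NAD repressor for the nad genes, of the batch term, of sporulation genes as a class, of repeat runs, of both explanations for Table 1, of every prophage and a single tank for PBSX, of a batch for liaH and liaI, of carried-over reads and of depth.

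The nad genes at 26 h were high in 1 of 3 +prsA tanks. In tank MIX1500 nadA, nadB and nadC lay at least 7.281 on the log2 scale above every other 26 h library of the same sequencing batch, which argues against a batch. At 0 of the 3 genes did both other +prsA tanks lie above every control tank, so a response of the whole +prsA strain is excluded. Material of a later timepoint in this library is argued against, since over the 374 annotations called from 26 h to 45 h in +prsA its median position was 0.09689 on a scale from 0 (the other 26 h tanks) to 1 (45 h), with 1.185 for the nad genes. A candidate explanation is release of the targets of the NAD repressor in this tank. nifS, which lies next to nadB, was 7.569 above the other +prsA tanks (555.2 CPM against 1.649 and 4.822), with larger differences for 4 annotations, and nadR was 2.913 above them (860.7 CPM against 71.63 and 182.1). niaP (0.20), nadD (0.05), nadE (0.20), nadF (0.16) and pncB (-0.40) did not share the difference. A strain variant in this tank and a mislabelled sample were not tested.

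The fall of the nad genes from 21 h to 26 h in the control strain may come from the batch term. The control libraries of 21 h lie in batch 1 and those of 26 h in batch 2, and the batch term rests on +prsA tank MIX1500 at 21 h. The change of nadA was -6.21 with the term, 0.41 without it and 0.43 without tank MIX1500, where the term of batch 1 is dropped too. In CPM the control strain had 2.37 ± 0.0879 at 21 h and 3.15 ± 0.444 at 26 h (SD, n = 3 tanks).

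For safA and coxA the rise from 26 h to 45 h in the control strain was not shared by sporulation genes as a class. Of 237 other sporulation genes 13 were called higher and 22 lower, and those called lower were 2.268 times the expected number, which argues against such a rise. safA (8.364) and coxA (7.046) were above the other +prsA tanks in tank MIX1500 at 26 h, where 7 tested annotations exceeded 4, and 0 of the other sporulation genes did (largest difference 2.772). safA lies next to nadA and coxA next to safA, and transcription together with the nad genes is a candidate explanation.

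With the 41 libraries as samples DESeq2 called 2.782 times as many annotations between the strains at 21 h as with the 36 samples, and in the 11 tests without 21 h samples and with at least 10 calls the median ratio was 1.15. The tests from 21 h to 26 h, which also hold repeat runs, rose from 134 to 151 (1.13 times) in +prsA and from 44 to 69 (1.57 times) in the control strain, no more than the highest ratio without 21 h samples (1.65). With the batch term these steps rest on the 21 h sample of tank MIX1500, which was run once. Counting 2 runs of a sample as independent is a candidate explanation of the rise between the strains at 21 h, and it did not raise the calls of every test with repeat runs. For Table 1, the number of annotations considered may be the number that pass a screen for changing expression. DESeq2's likelihood ratio test on the 41 libraries passed 2601 coding sequences, 359 NPTRs, 106 putative ncRNAs, 36 riboswitches, 21 tRNAs and 9 sRNAs (the paper's 2674, 355, 107, 37, 22 and 9). Independent filtering on this likelihood ratio test is excluded as the source, since it kept 4235 coding sequences. Filtering on the pairwise tests was not run here and stays open.

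The unannotated regions may in part be transcripts that run on from a neighbour. Over the 12 groups the expression of the 542 regions had a median correlation of 0.5144 with the nearest upstream annotation of their strand, of 0.2821 with the nearest downstream one and of 0.07294 with an annotation 10 places away (95% interval of the difference between upstream and 10 places away from 0.3826 to 0.5149). For the 113 differentially expressed regions the correlation with the upstream annotation was 0.7301.

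The PBSX genes were higher in +prsA in the median at all 6 timepoints, with every +prsA tank above every control tank at 6 of 6, so a single tank is excluded. A rise like that of PBSX is argued against for the tested SP-beta and skin genes. In only 1 of 12 tests over them was the median logFC above 0. The median logFCs from 21 h to 118 h were -0.12, -0.26, 0.02, -0.49, -0.01 and -0.42 for the 82 tested of 136 SP-beta genes and -0.01, -0.18, -0.01, -0.53, -0.20 and -0.29 for the 26 tested of 43 skin genes. These genes had few reads, so a weaker induction is not excluded. At 21 h the mean log2 CPM over the genes of SP-beta was 0.669 in +prsA and 0.4232 in the control strain, and that of skin 0.8514 and 0.833. For SP-beta edgeR called 1 gene (lower, at 26 h) and 0 at the other timepoints, with 9, 15, 4, 20, 2 and 15 at an unadjusted p under 0.05, 1, 1, 0, 1, 0 and 1 with DESeq2 on the 36 samples and 0 with limma-voom. For skin these tools called 0, with 1, 5, 0, 5, 1 and 3 at an unadjusted p under 0.05 in edgeR. The ICEBs1 genes are not analysed here. A DNA damage response and its absence cannot be told apart. The median of 18 SOS genes was 0.40, 0.42, 0.13, 0.03, 0.19 and 0.14, and fry called the list at 0 timepoints (1 with an unadjusted p under 0.05; adjusted p = 0.018 at 21 h), with 1 gene called by edgeR at 21 h. An effect of PrsA on the prophage was not tested.

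For liaH the logFC between the strains was 2.34, 1.26, -1.90, -3.80, -3.84 and -4.52 from 21 h to 118 h, and for liaI 2.58, 1.18, -2.35, -3.29, -3.55 and -3.89, with edgeR calls at all timepoints but 26 h (adjusted p = 0.023 and 0.14). A batch as the whole cause is argued against, since all samples of 26 h and 45 h lie in batch 2 and over this step the change of liaH differed between the strains by -3.15. The differences at 21 h and 71 h depend on the batch term, and without it they were 2.65 and -3.49 for liaH and 2.55 and -3.08 for liaI, called by edgeR. A single tank is excluded, since with 6 of 6 tanks left out in turn liaH stayed called at 118 h. Activity of the promoter of the whole operon is a candidate explanation. The other 4 genes of the operon had medians of 0.87, 0.56, -1.30, -1.67, -1.60 and -2.119, with 2, 0, 3, 4, 4 and 4 of them called by edgeR (fry adjusted p = 1.9e-08 at 118 h). At 26 h, with 0 called, the list had an adjusted p of 0.028. The lower stress in the secretion machinery of +prsA that the paper describes was not tested.

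The specR marker had 12.59 ± 1.33 CPM in +prsA and 14.22 ± 3.644 CPM in the control strain (SD of the means of 3 tanks; exact permutation p = 0.6, the smallest possible 0.1). The control level was 112.9% of the +prsA level, so reads carried over from +prsA libraries are excluded. Control samples held between 114 and 775 reads on the marker. Those reads were mapped to the control genome, so unlike the prsA insert the marker is part of that genome sequence. No biological explanation was tested.

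The 26 h library of +prsA tank MIX1501 had the lowest mean correlation with the other tanks of its group. Lower depth is argued against, since with the 6 libraries of 26 h thinned to 18308775 reads the correlation was 0.9385, with 0.9596 for the next lowest. The tank may lie behind the other tanks along the process. Its median position was -0.278 on the scale from the other 26 h tanks (0) to 45 h (1), and 0.1664 on the scale towards 21 h. Tank MIX1503 of the control strain had -0.1617 and 0.1713 on the scales of that strain, the latter over 10 annotations. Tank MIX1501 thus lay furthest behind on the first scale only. In the paper's supplement 88.7% of the reads of this library mapped, and 98.83% to 99.62% of those of the other 40 libraries. Reads from another organism and other faults of the library were not tested and stay open. A difference in sampling and a difference in growth were not tested apart.

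For 56 of 57 ribosomal protein genes the median logFC between the strains at 45 h was 0.38, with 53 of 56 higher in +prsA (fry adjusted p = 0.017). At 21 h it was -0.30, with 15 of 56 higher (adjusted p = 0.16), and at 26 h, 71 h, 94 h and 118 h it was -0.19, 0.29, -0.05 and -0.09. edgeR called 0 of them between the strains at each timepoint, with 19, 9, 10, 11, 5 and 11 at an unadjusted p under 0.05. DESeq2 on the 36 samples called 2 at 21 h and 0 at the other timepoints, DESeq2 on the 41 libraries 15 at 21 h and 1 at 118 h, and limma-voom 0.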
